# Weaning Alters Intestinal Gene Expression Involved in Nutrient Metabolism by Shaping Gut Microbiota in Pigs

**DOI:** 10.3389/fmicb.2020.00694

**Published:** 2020-04-17

**Authors:** Qingwei Meng, Zhang Luo, Chunyu Cao, Shishuai Sun, Qingquan Ma, Zhongyu Li, Baoming Shi, Anshan Shan

**Keywords:** weaning transition, transcriptome, gut microbiota, short-chain fatty acids, pigs

## Abstract

Weaning transition usually impairs intestinal architecture and functions and results in gut-associated disorders in pigs. Understanding the changes in intestinal transcriptome and gut microbiota during weaning transition is important for elucidating the underlying mechanism of weaning stress. In the present study, we performed RNA-seq to determine the changes in intestinal transcriptome and 16S rRNA sequencing to measure the gut microbiota changes in the weaning transition. Transcriptome results indicated that weaning transition altered intestinal gene expression involved in nutrient transport and metabolism. Regarding fatty metabolism, fatty acid-binding protein 1 (*FABP1*), acyl-CoA dehydrogenase (*ACADSB*), and carnitine palmitoyltransferase 2 (*CPT2*) expression in the intestine was decreased by weaning. Genes related to bile acid metabolism were increased by weaning, including *FABP6*, farnesoid X receptor (*FXR* or *NR1H4*) and organic solute transporter-α (*SLC51A*). In addition, genes associated with oxidative stress were altered by weaning transition, including decreased catalase (*CAT*) and lactate dehydrogenase (*LDHA*) and increased glutathione peroxidase 2 (*GPX2*) and superoxide dismutase 3 (*SOD3*). Results of microbiota composition showed that the Firmicutes abundance and Firmicutes/Bacteroidetes ratio were increased and that the Proteobacteria abundance in the fecal microbiota was decreased by the weaning process; during the weaning transition, the *Bacteroides* and *Fusobacterium* abundances decreased markedly, and these bacteria nearly disappeared, while the *Prevotella* abundance showed a marked increase. Moreover, the levels of the microbial metabolites butyrate and acetate increased with changes in gut microbiota composition. In addition, predictive metagenome by PICRUSt analysis showed that the pathways related to D-glutamine and D-glutamate metabolism, citrate cycle (TCA cycle), peroxisome proliferators-activated receptor (PPAR) signaling, alpha-linolenic acid metabolism were decreased and the pathway related to retinol metabolism was increased in the gut microbiota of piglets during weaning transition. Our results showed that early weaning alters intestinal gene expression involved in nutrient metabolism, which may be due to the changes in microbiota composition.

## Introduction

The weaning transition in pigs involves a sudden dietary shift from maternal milk to completely solid food, which unlike in humans (Smith et al., 2010; Merrifield et al., 2013). In addition, under commercial conditions, early weaning involves abrupt separation from sows, resulting in a sudden move to a new environment at a much younger age than would occur in natural conditions (Hu et al., 2013; Pluske, 2016). Many studies have demonstrated that early weaning impairs the gastrointestinal architecture and function of pigs, resulting in gut-associated disorders, including diarrhea (Weary et al., 2008), increased intestinal permeability (Wijtten et al., 2011; Hu et al., 2013), inflammation (Pié et al., 2004), and oxidative stress (Yin et al., 2014). Furthermore, weaning transition activates stress and inflammation signaling pathways and results in abnormal expression of intestinal genes and proteins in pigs (Moeser et al., 2007; Wang et al., 2008; Hu et al., 2013). However, the exact underlying mechanisms associated with the effects of weaning transition on gut function remain unclear. The transcriptome is the complete set of transcripts in a cell, and their quantity, for a specific developmental stage or physiological condition (Wang et al., 2009). RNA-seq is a high-throughput approach to transcriptome profiling that uses next-generation sequencing technologies for the analysis of gene expression (Wang et al., 2009; Xia et al., 2017). RNA-seq eliminates several problems associated with microarray technologies, including its restriction to known genes and limited dynamic range of detection (Ozsolak and Milos, 2011; Xia et al., 2017). However, there is a lack of characterization on RNA-seq analysis in the intestine of piglets under the weaning condition.

An increasing number of human and animal studies have demonstrated that the intestinal microbiota is closely associated with various diseases, such as inflammatory bowel disease, cancer, obesity, and insulin resistance (Round and Mazmanian, 2009; Kanauchi et al., 2013; Liu et al., 2017). In recent years, many studies indicated that intestinal microbiota is associated with gut development, diarrhea (Yang et al., 2017b), fat deposition (Jiang et al., 2016; Yang et al., 2018), feed efficiency, and growth performance in pigs (Han et al., 2017; Yang et al., 2017a; Quan et al., 2019). Gut microbiota benefits the host in different ways, such as digestion and fermentation of carbohydrates, production of short-chain fatty acids (SCFAs), maintenance of normal functions of the intestinal villi, regulation of the immune responses, and protection from pathogenic bacteria (Gresse et al., 2017; Levy et al., 2017). In newborn mammals, microbes colonize all body surfaces at birth and participate in the development of the immune system and metabolic process (Bian et al., 2016). Shortly after birth, the colonizing intestinal microbiota is first shaped by the dietary and immunological components of milk and follows a developmental process that is characterized by the presence of age-specific bacterial species (Le Doare et al., 2018; Al Nabhani et al., 2019). During weaning, the introduction of solid food leads to a new phase in the development of the microbiota, characterized by a large increase in bacterial numbers, and evolution toward a composition that is associated with adult individuals (Frese et al., 2015). Among the physiological and intestinal factors impacted by the weaning transition, gut microbiota disruption is likely to be recognized as one of the keys leading to weaning stress. Moreover, gut microbial metabolite has been shown to play multiple roles in intestinal development, immunity function, and regulation of host digestion and metabolism (Levy et al., 2017; Federici, 2019). SCFAs, primarily acetate, propionate, and butyrate, are organic acids produced by microbial fermentation of mainly undigested dietary carbohydrates (Hamer et al., 2008). SCFAs are important energy sources for intestinal epithelial cells and have been demonstrated to maintain intestinal homeostasis and afford protection against intestinal inflammation and oxidative stress (Wu et al., 2017). Dietary factors play an important role in the shaping of microbial populations and SCFAs production. During the weaning process, a dietary shift from solely sow milk to a complete feed-based diet may shape the intestinal microbiota composition and alter SCFAs production, which may regulate intestinal gene expression. In the present study, suckling piglets and piglets at 7 days postweaning were used to construct a weaning model to investigate the changes of the intestinal transcriptome, gut microbiota and SCFAs composition during weaning transition. The postweaning period is a critical period in the swine industry because weaning stress leads to diarrhea, growth inhibition and even death (Lin et al., 2019). The present study will provide a theoretical basis for the development of effective nutritional strategies and feeding approaches for the alleviation of weaning stress.

## Materials and Methods

### Ethics Statement

Animal care and treatment were complied with the standards described in the guidelines for the care and use of laboratory animals of the Northeast Agricultural University [NEAU-(2011)-9]. All the animal experimental procedures were approved by the Ethical and Animal Welfare Committee of Heilongjiang Province, China.

### Animal Management and Sample Collection

Six litters (Yorkshire × Duroc) with 9–11 piglets were selected. The six sows (parity 3–4) were fed the same diets during gestation and lactation and the piglets were weaned at 21 days of lactation. On the morning of the day of weaning (21 days of age), one male sucking piglet approaching average weight was selected from each litter, and a total of six sucking piglets (average BW 5.35 ± 0.24 kg) were slaughtered for sample collection. Then, piglets from each litter were earmarked and transferred to the nursing room. All piglets were allowed free access to water and fed the same creep feed. At 7 days postweaning (28 days of age), one male weaned piglet was selected from each litter for slaughter. The piglets were slaughtered after general anesthesia by intra-arterial injection of 200 mg/kg pentobarbital sodium (Sigma-Aldrich, St Louis, MO, United States). Fresh feces (rectal contents) were collected and stored immediately at −80°C for microbiota and SCFAs analysis. Jejunum tissue was rinsed and stored immediately at −80°C for further analysis. The schematic diagram of the experimental design is shown in Figure 1.

**FIGURE 1:**
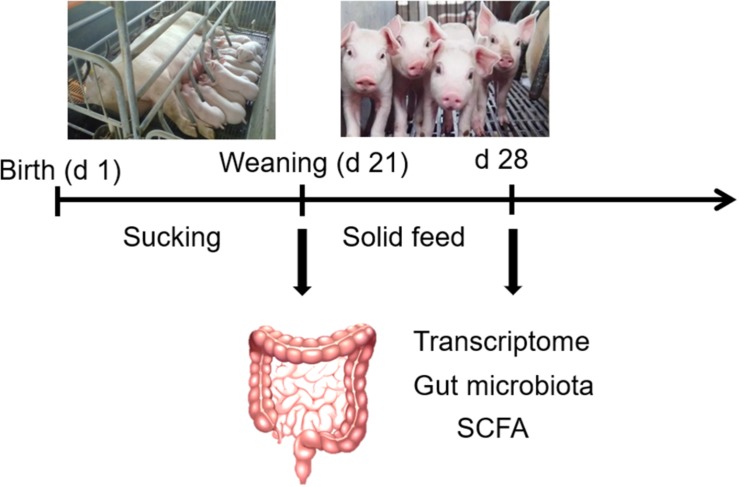
The schematic diagram of experimental design.

### RNA-Seq Analysis

Total RNA was isolated from intestinal tissue using Trizol reagent (Invitrogen, United States). The quantity and purity of total RNA were analyzed with an Agilent Technologies 2100 bioanalyzer (Agilent, United States). The cDNA library was constructed and then sequenced with an Illumina 4000 sequence platform, producing 150-bp paired-end reads. A total of six samples with three biological replicates in each treatment were conducted to RNA-seq analysis. The RNA-seq data of these six samples have been deposited in the Gene Expression Omnibus (GEO) database under accession numbers of GSM2868043, GSM2868044, GSM2868045, GSM2868049, GSM2868050, and GSM2868051. Sample reads were aligned to the Ensembl pig reference genome using TopHat. StringTie and Ballgown were used to estimate the gene expression levels of each sample. The gene expression levels were estimated by calculating the value of fragments per kilobase of exon per million reads mapped (FPKM). The differentially expressed genes (DEGs) were judged with log2 (fold-change) >1 or log2 (fold-change) <−1 and *P-*value <0.05. STRING database was used to analyze the interaction networks between proteins encoded by DEGs. Gene ontology (GO) enrichment analysis and KEGG pathway analysis were performed by using the GOseq R package and KOBAS software, respectively.

### qRT-PCR Validation of RNA-Seq Analysis

The total RNA (2 μg) from each sample was converted into cDNA for RT-PCR using the Prime Script RT reagent Kit (TaKaRa Bio Catalog, Beijing, China). The RT-PCR was performed using the SYBR Green I Kit (TaKaRa Bio Catalog, Beijing, China). For analyses on an ABI PRISM 7500 SDS thermal cycler, PCR reactions were performed with 2.0 μL of first-strand cDNA and 0.4 μL of sense and anti-sense primers in a final volume of 20 μL. Samples were centrifuged briefly and run on the PCR machine using the default fast program (1 cycle at 95°C for 30 s, 40 cycles of 95°C for 5 s and 60 °C for 34 s). All the PCR reactions were performed in triplicate. The primer sequences are shown in Supplementary Table 1. The relative gene expression levels were calculated using the 2^–ΔΔCt^ method normalizing to glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) expression (Livak and Schmittgen, 2001).

### 16S rRNA Sequencing

DNA from fecal samples was isolated using the Stool DNA Kit (Omega, United States) and then eluted in 50 μL of elution buffer by a modification of the procedure. The primers (F: 5′-ACTCCTACGGGAGGCAGCAG-3′; R: 5′-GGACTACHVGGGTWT-CTAAT-3′) were used in the PCR amplification for the V3–V4 region of the bacterial 16S rRNA gene. PCR analysis was performed in triplicate with 25-μL reactions containing 12.5 μL of PCR premix, 2.5 μL of each primer, 25 ng of template DNA, and PCR-grade water to equalize the final volumes. The PCR products were confirmed with 2% agarose gel electrophoresis, purified with AMPure XT beads (Beckman Coulter Genomics, Danvers, MA, United States) and then quantified by Qubit (Invitrogen, CA, United States). The amplicon pools were prepared for sequencing, and the size and quantity of the amplicon library were assessed on an Agilent 2100 bioanalyzer (Agilent, United States) and with the Library Quantification Kit for Illumina (Kapa Biosciences, Woburn, MA, United States).

Amplicon libraries were sequenced on an Illumina MiSeq platform according to the manufacturer’s recommendations, which provided by LC-Bio. The raw paired-end reads each sample were truncated by removing the barcode and primer sequence. Quality filtering on the raw tags was performed to obtain high-quality clean tags using FASTQC software (version 0.10.0). The high-quality clean sequences were assigned to OTUs at 97% similarity. Representative sequences were selected for each OUT and taxonomic data were assigned to each representative sequence using the RDP classifier. Principal coordinate analysis (PCoA) plots were generated according to the unweighted UniFrac distance metrics. The number of observed species and the indices of Chao 1 (species richness), Shannon and Simpson (diversity) were calculated to estimate alpha diversity. Microbial functions were examined by predicting the metagenomes using PICRUSt (Phylogenetic investigation of communities by reconstruction of unobserved states) analysis based on high-quality sequences (Langille et al., 2013).

### SCFAs Analysis

SCFAs levels were measured by gas chromatography (Shimadzu GC-2010, Japan). Samples analysis was performed by mixing 2 g of the feces with 2 mL of ultrapure water. Then, the samples were centrifuged at 10,000 rpm for 10 min under 4°C. The supernatant was passed through a 0.22-μm filter, and this procedure was repeated three times. The final supernatant was supplemented at a ratio of 5:1 with 25% (w/v) metaphosphoric acid for the SCFAs assay (Zhang et al., 2017).

### Statistical Analysis

The data of SCFAs levels and qRT-PCR validation were analyzed by using SPSS 18.0 (IBM-SPSS Inc., Chicago, IL, United States). The significance of the difference between two groups was analyzed by Student’s *t*-test. Differences were considered significant if *P*-value <0.05, and *P*-value between 0.05 and 0.10 were considered a trend. The results are presented as the mean values and the standard error of the mean (SEM).

## Results

### Summary of RNA-Seq Analysis

The main characteristics of the six libraries (three biological replicates in each treatment) are shown in Supplementary Table 2 and contained 49,418,207 raw reads on average. 

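Jejunum RNA was sequenced from 3 sucking piglets taken at 21 days of age, on the morning of weaning, and from 3 weaned piglets taken at 28 days of age, 7 days after weaning. The sows of these 6 piglets received no resveratrol. The table that the authors deposited also holds 6 libraries from piglets of the same ages whose sows were fed 300 mg/kg resveratrol, a plant polyphenol, and the paper's text does not mention those. The descriptions of the animals differ between the paper and the public sample records. The paper gives Yorkshire × Duroc litters that were moved to a nursing room at weaning, while the records describe a maternal resveratrol trial with Landrace semen in which piglets stayed in their pens for the week after weaning. The records call the 21-day group weaning and the 28-day group postweaning, and the ages match the paper's sucking and weaned groups. According to the paper's Supplementary Table 2, the sucking libraries had 39763038 to 49301698 valid reads (median 41257126) and the weaned libraries 40224050 to 56591170 (median 46618492). Supplementary Table 3 gives 25.0% to 26.0% multi-mapped reads for sucking piglets and 28.6% to 31.6% for weaned piglets. The GC content of the reads in Supplementary Table 2 was 53% to 53.5% in sucking and 54.5% to 55.5% in weaned libraries, without overlap. Whether the fold changes depend on GC content was not tested. The authors aligned the reads with TopHat and estimated FPKM per locus with StringTie and Ballgown. FPKM are not read counts, so the read depth behind a single gene is unknown. The table has 41264 loci, and the 17650 loci (42.8%) without a gene name were left out of the tests. Those loci held 5.89% to 6.81% of the summed FPKM of a control library. Across 11835 loci, Pearson's r between replicates was 0.906 to 0.946 in sucking piglets and 0.921 to 0.937 in weaned piglets, where loci are not independent replicates. The groups were compared with limma on log2(FPKM + 1), over loci with a mean of at least 0.5 FPKM in the 6 libraries. A fold change on this scale understates the change of genes with low FPKM.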

After removing adaptor, low-quality and ambiguous sequences, an average of 45,625,929 valid clean reads remained. Across the six samples, 98.54% of the raw data were valid data and 77.89% of the valid reads mapped to the database, including 49.83% unique mapped reads and 28.06% multi-mapped reads, as shown in Supplementary Table 3.

### Differential Gene Expression

In the present study, *P*-value <0.05 and | log2 (fold-change)| > 1 were used as standards to identify DEGs. Volcano plots (Figure 2A) were used to visualize the distribution of DEGs between sucking piglets and weaned piglets. In the volcano plot, the blue dots represent down-regulated genes, and red dots represent up-regulated genes. There are 456 DEGs between sucking piglets and weaned piglets, including 234 up-regulated genes and 222 down-regulated genes (weaned/sucking, Figure 2B and Supplementary Table 4).

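In the comparison of the 3 weaned with the 3 sucking piglets, 14087 loci were tested. At the paper's standard, 467 loci with 460 different gene names differed, of which 205 were higher and 262 lower in weaned piglets. The unadjusted P of limma was under 0.05 for 2448 loci. After Benjamini-Hochberg adjustment, 1 locus remained under 0.05. This was a locus of NR2C2, with a log2 fold change of 3.10 (standard error 0.18, adjusted p = 0.00722 from limma). It had 0, 0.0950 and 0 FPKM in the sucking libraries and 6.77, 9.17 and 7.72 FPKM in the weaned libraries. It is 1 of 6 loci with that gene name, and the summed FPKM of the 6 loci had a log2 fold change of -0.19. With each replicate left out in turn, between 439 and 598 loci met the standard. A pseudocount of 0.1 in place of 1 moved the count most, to 1032. Of the 456 genes in Supplementary Table 4, 451 were matched by name and 446 tested. The direction was that of the table for 445 of them, and 169 met the standard in limma. None had an adjusted p under 0.05 over all loci tested, 329 had an unadjusted P under 0.05, and 303 were under 0.05 when adjusted over the list alone. The last count is not independent evidence, because the study chose the list on these libraries. Sucking and weaned libraries did not overlap for 329 of the 446 genes (73.8%). The share was 25.1% of all tested loci, and chance gives 10% for 3 against 3. The higher share in the 446 genes is not independent evidence either, because they were chosen on these libraries. The median absolute log2 fold change of these genes was 0.96, and 1.29 in the paper's table. FGFBP1 rose from 2.60 ± 1.14 FPKM (SD, n = 3) to 59.7 ± 58.0 FPKM (SD, n = 3), a log2 fold change of 3.68 (standard error 0.63, adjusted p = 0.114 from limma). MT2A had a log2 fold change of 3.61 (standard error 0.90, adjusted p = 0.144 from limma), and DIO1, listed as ENSSSCG00000028896, a log2 fold change of -2.60 (standard error 0.41, adjusted p = 0.114 from limma). Among loci with a gene symbol, a mean of at least 1 FPKM and groups that do not overlap, the 5 largest falls past the standard were DIO1, S100G, ATP2B1 (ENSSSCG00000027898), AQP10 and MROH2A, from -3.31 to -2.32. The called locus of LGALS3 rose by 3.77, and 0.71 when the 3 loci of LGALS3 were summed. TTC21B (ENSSSCG00000015908) was listed at 0 in sucking replicates 2 and 3, at 222 FPKM in sucking replicate 1, and at 224, 279 and 258 FPKM in the weaned libraries. From the genes past its standard, the paper went on to GO and KEGG enrichment and reasons that weaning changed genes of nutrient transport and metabolism.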

**FIGURE 2:**
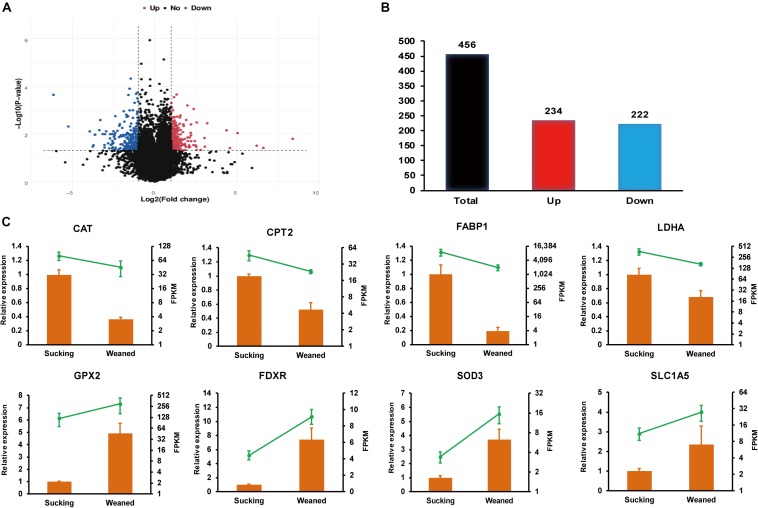
RNA-seq analysis of the intestines of sucking piglets and weaned piglets. **(A)** Volcano plot of DEGs; fold-changes were calculated as weaned piglets/sucking piglets. **(B)** Number of up-regulated and down-regulated DEGs. **(C)** Relative expression levels from qRT-PCR and FPKM from RNA-seq analysis; the mRNA levels of the selected genes were analyzed by qRT-PCR and normalized to those of *GAPDH*; all values are expressed as the means ± SEMs (*n* = 3).

### qRT-PCR Validation

Relative expression levels from qRT-PCR and FPKM values from the transcriptomic data are shown in Figure 2C. Eight genes involved in nutrient metabolism and oxidative stress were selected, and the RNA-seq data were further validated by the qRT-PCR assay. The relative expression levels of catalase (*CAT*), carnitine palmitoyltransferase 2 (*CPT2*), fatty acid-binding protein 1 (*FABP1*) and lactate dehydrogenase (*LDHA*) were significantly decreased in weaned piglets compared to sucking piglets (*P* < 0.05). In addition, the relative expression levels of glutathione peroxidase 2 (*GPX2*), ferredoxin reductase (*FDXR*) and superoxide dismutase 3 (*SOD3*) were significantly increased in weaned piglets compared to sucking piglets (*P* < 0.05). The relative expression level of solute carrier family 1, member 5 (*SLC1A5*) was not significantly affected by the weaning process but showed an increasing trend (*P* = 0.08). 

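In the RNA-seq data, FABP1 fell from 8912 ± 4900.1 FPKM (SD, n = 3) to 1986 ± 976 FPKM (SD, n = 3), a log2 fold change of -2.11 (standard error 0.62, adjusted p = 0.178 from limma). LDHA had a log2 fold change of -1.09 (standard error 0.27, adjusted p = 0.144 from limma). CPT2 had 46.9 ± 16.8 FPKM in sucking piglets and 23.5 ± 3.23 FPKM in weaned piglets (SD, n = 3 each) and a log2 fold change of -0.90 (standard error 0.30, adjusted p = 0.203 from limma). CAT had a log2 fold change of -0.70 (standard error 0.29, adjusted p = 0.273 from limma). The unadjusted P was under 0.05 for these 4 genes, while CPT2 and CAT stayed inside the paper's fold limit. For each of the 4, all sucking libraries lay above all weaned libraries, which is the most that 3 piglets against 3 can show (exact permutation test, two-sided p = 0.1). LDHA moved inside the fold limit without sucking replicate 3 (-0.82) and without weaned replicate 1 (-0.93).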

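SOD3 was at 3.42 ± 1.17 FPKM in sucking piglets and 15.5 ± 7.85 FPKM in weaned piglets (SD, n = 3 each), with a log2 fold change of 1.83 (standard error 0.36, adjusted p = 0.114 from limma). FDXR rose from 4.42 ± 0.949 to 9.14 ± 1.54 FPKM (SD, n = 3 each), and its log2 fold change was 0.91 (standard error 0.21, adjusted p = 0.130 from limma), inside the fold limit. GPX2 was at 119 ± 82.6 FPKM in sucking piglets and 301 ± 246 FPKM in weaned piglets (SD, n = 3 each), with a log2 fold change of 1.39 (standard error 0.89, adjusted p = 0.467 from limma). The GPX2 libraries of both groups overlapped, and its difference was within the spread between replicates.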

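SLC1A5 was at 11.2 ± 4.86 FPKM in sucking piglets and 27.9 ± 15.9 FPKM in weaned piglets (SD, n = 3 each) in the RNA-seq data, with a log2 fold change of 1.18 (standard error 0.44, adjusted p = 0.242 from limma). The libraries of both groups overlapped. SLC1A5 met the paper's standard with all libraries, but not without sucking replicate 2, sucking replicate 3, weaned replicate 1 or weaned replicate 3, where its log2 fold change was 1.19, 0.88, 0.76 and 1.26.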

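Of the 8 genes that the study also measured by qRT-PCR, 4 were higher and 4 lower in weaned piglets in the RNA-seq libraries. The paper's standard was met by 4 of them (FABP1, LDHA, SOD3 and SLC1A5), and 2 met it without sucking replicate 3. In limma, 7 of the 8 had an unadjusted P under 0.05 and 0 an adjusted p under 0.05 over all loci, with 7 under 0.05 when adjusted over the list alone.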

Overall, the expression trend of most genes validated by qRT-PCR was in accordance with the results from RNA-seq analysis. The differences in the magnitude of fold-change were due to differences in the detection sensitivity of the two methods (Wang et al., 2009).

### GO Enrichment Analysis of DEGs

In the present study, GO enrichment analysis was performed with 456 DEGs between sucking piglets and weaned piglets. A total of 251 GO terms were enriched, including 145 biological process terms, 17 cellular component terms and 89 molecular function terms (Supplementary Table 5). The top 10 GO terms belong to the category of the biological process are shown in Figure 3A (based on the number of genes). GO terms associated with transport, oxidation-reduction process, and transmembrane transport were predominant, followed by metabolic process, negative regulation of NF-kappaB transcription factor activity, glycolytic process and apoptotic mitochondrial changes. 

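Enrichment was not recomputed, because the GO column of the deposited table covers 235 of the 451 matched genes (52.1%). For the member genes that Supplementary Table 5 lists, transmembrane transport had 22 tested genes, 7 higher and 15 lower in weaned piglets, of which 6 met the standard. All 4 genes of the glycolytic process were lower, with log2 fold changes from -0.93 to -0.73, and 0 met the fold limit, while 4 had an unadjusted P under 0.05. Apoptotic mitochondrial changes (3 genes) and negative regulation of NF-kappaB (4 genes) had 0 genes past the standard each, and 1 and 3 with an unadjusted P under 0.05. In transmembrane transport, 2 genes met the standard without sucking replicate 3.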

In the GO term of the transport (GO: 0006810), 27 genes were enriched, as shown in Figure 3B, such as fatty acid-binding protein (*FABP1* and *FABP6*), cellular retinoic acid binding protein 1 (*CRABP1*), mitochondrial pyruvate carrier 2 (*MPC2*), solute carrier family (*SLC1A5*, *SLC25A16*, *SLC25A4*, *SLC35B4*, *SLC51A*, *SLC6A4*, and *SLC9A2*). 

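Of these 27 transport genes, 9 were higher and 18 lower in weaned piglets, with log2 fold changes from -2.54 to 4.14 and the direction of the paper's table in each. The standard was met by 12 of them, 4 higher and 8 lower, and by 5 without sucking replicate 3. None had an adjusted p under 0.05 in limma, against 19 with an unadjusted P under 0.05, and 18 were under 0.05 when adjusted over the list alone. CRABP1, which binds retinoic acid, was at 1.59 ± 0.952 FPKM in sucking piglets and 0.385 ± 0.237 FPKM in weaned piglets (SD, n = 3 each) with overlapping libraries, a log2 fold change of -0.84 (standard error 0.33, adjusted p = 0.260 from limma).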

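Supplementary Table 5 lists 15 genes under metabolic process, and 14 of them passed the filter on low FPKM. In weaned piglets 2 were higher and 12 lower, and 9 met the paper's standard (5 without sucking replicate 3). None had an adjusted p under 0.05 in limma, while 9 had an unadjusted P under 0.05. ACAD11, an acyl-CoA dehydrogenase, was at 6.28 ± 2.06 FPKM in sucking piglets and 2.45 ± 0.938 FPKM in weaned piglets (SD, n = 3 each), with a log2 fold change of -1.07 (standard error 0.30, adjusted p = 0.167 from limma). It fell inside the fold limit without sucking replicate 2 (-0.90), without sucking replicate 3 (-0.996) and without weaned replicate 3 (-0.87). MOCS3 was listed at 0 in the 3 weaned libraries and in sucking replicate 1, and at 5.37 and 6.59 FPKM in sucking replicates 2 and 3.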

In the GO term of the metabolic process (GO: 0008152), 15 genes were enriched (Figure 3C), including acyl-CoA dehydrogenase family member 11 (*ACAD11*), acyl-CoA dehydrogenase (*ACADSB*), molybdenum cofactor synthesis 3 (*MOCS3*). 

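For oxidation-reduction process, 23 of the 24 genes in Supplementary Table 5 were matched by name and tested. In weaned piglets 6 were higher and 17 lower, and 11 met the standard (7 without sucking replicate 3). In 18 of the 23, sucking and weaned libraries did not overlap, which is not independent evidence, because the genes were chosen on these libraries. HSD17B12 fell from 58.8 ± 18.2 to 29.3 ± 5.10 FPKM (SD, n = 3 each), a log2 fold change of -0.95 (standard error 0.24, adjusted p = 0.146 from limma). HSD17B11 had a log2 fold change of -0.87 (standard error 0.36, adjusted p = 0.280 from limma) with overlapping libraries, and HSD11B2 a log2 fold change of 0.93 (standard error 0.37, adjusted p = 0.265 from limma). These 3 genes stayed inside the fold limit with all libraries, and each passed it without sucking replicate 1, at -1.09, -1.19 and 1.19.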

In the GO term of the oxidation-reduction process (GO: 0055114), 24 genes were enriched (Figure 3D), including antioxidant enzymes (*CAT*, *GPX2*, *SOD3*), *FDXR*, hydroxysteroid dehydrogenase family (*HSD11B2*, *HSD17B11*, *HSD17B12*), and *LDHA*. The top 10 GO terms in the cellular component category are shown in Supplementary Figure 1A, including membrane, peroxisome, lipid particle, and nucleosome. A total of 146 genes were enriched in the GO term of the membrane (GO: 0016020), as shown in Supplementary Figure 1B.

**FIGURE 3:**
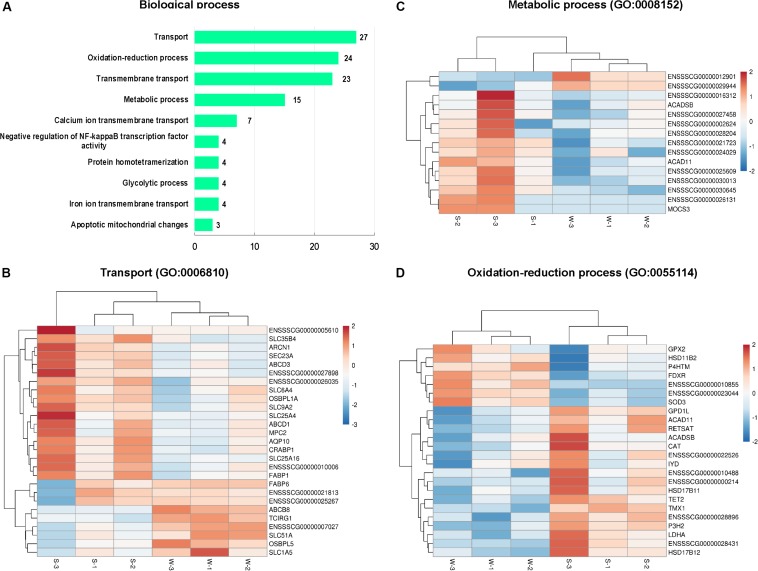
Classification of biological process in the GO functional enrichment analysis of DEGs. **(A)** The top 10 terms in the biological process category. **(B)** Hierarchical clustering heat maps of DEGs in the GO term of transport (GO: 0006810). **(C)** Hierarchical clustering heat maps of DEGs in the GO term of metabolic process (GO: 0008152). **(D)** Hierarchical clustering heat maps of DEGs in the GO term of the oxidation-reduction process (GO: 0055114). S, sucking piglets; W, weaned piglets.

As shown in Figure 4A, the top 10 GO terms belong to molecular functions, including oxidoreductase activity, transporter activity, and bile acid binding. 

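Under oxidoreductase activity, 18 of the 19 genes in Supplementary Table 5 were matched by name, 5 higher and 13 lower in weaned piglets. The standard was met by 8, and 14 had an unadjusted P under 0.05 in limma, with 0 under 0.05 after adjustment over all loci. Without sucking replicate 3, 5 met the standard.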

There are 19 genes in the GO term of oxidoreductase activity, as shown in Figure 4B. These genes are similar to the genes that were enriched in the GO term of oxidation-reduction process (GO: 0055114), belonging to biological process. In these two GO terms related to oxidative stress, a total of 24 genes were enriched, with 7 up-regulated genes, namely, *GPX2*, hydroxysteroid 17-beta dehydrogenase 12 (*HSD11B2*), prolyl 4-hydroxylase (*P4HTM*), *FDXR*, *ENSSSCG00000010855*, *ENSSSCG00000023044* and *SOD3*, and 17 down-regulated genes, including *ACAD11*, *ACADSB*, *CAT*, iodotyrosine deiodinase (*IYD*), tet methylcytosine dioxygenase 2 (*TET2*), and *LDHA* (Figures 3D, 4B). In addition, the interaction networks of proteins encoded by these genes were predicted and constructed using the STRING database. 

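ENSSSCG00000023044 rose from 10.0 ± 3.09 to 36.9 ± 10.6 FPKM (SD, n = 3 each), a log2 fold change of 1.78 (standard error 0.27, adjusted p = 0.114 from limma). TET2 had a log2 fold change of -0.93 (standard error 0.25, adjusted p = 0.153 from limma), and GPD1L a log2 fold change of -1.36 (standard error 0.33, adjusted p = 0.135 from limma). In these 3 genes the libraries of both groups did not overlap. IYD was at 1.85 ± 1.49 FPKM in sucking piglets and 1.05 ± 0.716 FPKM in weaned piglets (SD, n = 3 each), and its log2 fold change of -0.41 (standard error 0.43, adjusted p = 0.668 from limma) came with overlapping libraries. ACAD11 is described with the metabolic process genes, and P4HTM was not analysed here.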

Fifteen proteins were found to interact with other proteins. As shown in Figure 5, CAT interacted with six proteins: ACADSB, GPX2, 17β-hydroxysteroid dehydrogenase type 4 (HSD17B4), IYD, LDHA, and SOD3; glycerol-3-phosphate dehydrogenase 1 (GPD1) interacted with three proteins: ACADSB, glycerol-3-phosphate dehydrogenase 1 like (GPD1L), and LDHA; ACADSB interacted with three proteins: CAT, GPD1, and HSD17B4; GPX2 interacted with CAT and SOD3.

**FIGURE 4:**
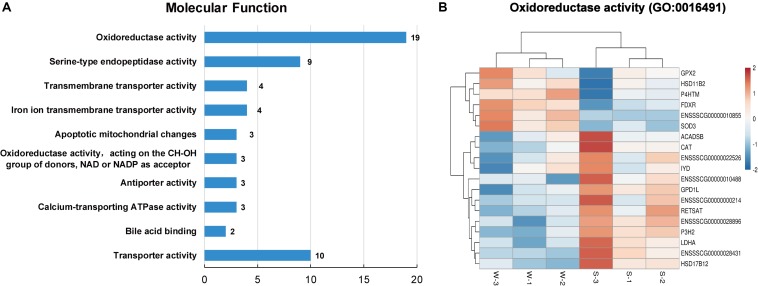
Classification of molecular function in the GO functional enrichment analysis of DEGs. **(A)** The top 10 terms in the molecular function category. **(B)** Hierarchical clustering heat maps of DEGs in the GO term of oxidoreductase activity (GO: 0016491). S, sucking piglets; W, weaned piglets.

**FIGURE 5:**
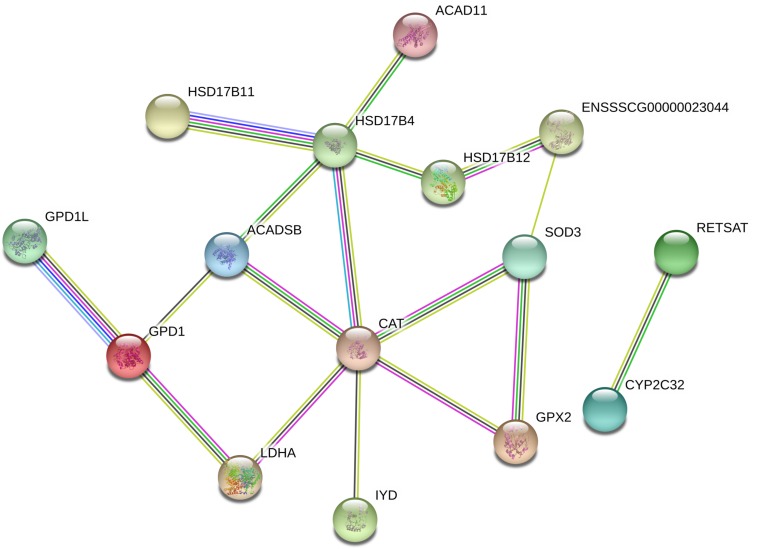
Interaction networks of proteins encoded by DEGs related to oxidative stress. Line colors represent different evidentiary sources for each interaction: light blue, from curated databases; purple, experimental; green, gene neighborhood; red, fusion; blue, gene cooccurrence; yellow, text mining; black, coexpression; light purple, protein homology. Disconnected nodes are not shown in the network.

In addition, we observed five GO terms related to bile acid metabolism (as shown in Figure 6A), including bile acid metabolic process (GO:0008206), bile acid and bile salt transport (GO:0015721), intracellular bile acid receptor signaling pathway (GO:0038185), bile acid binding (GO:0032052) and bile acid receptor activity (GO:0038181). There are four genes were enriched in these GO terms, including *FABP6*, farnesoid X receptor (*FXR* or *NR1H4*), *SLC51A*, and *ENSSSCG00000026317*, which were increased in weaned piglets. Furthermore, we found the proteins encoded by these genes were markedly interacted with each other by STRING analysis (Figure 6B).

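All 4 bile acid genes were higher in weaned than in sucking piglets, and 1 of them, SLC51A, met the standard, with 118, 82.9 and 48.4 FPKM in the sucking libraries, 239, 225 and 125 FPKM in the weaned libraries and a log2 fold change of 1.26 (standard error 0.38, adjusted p = 0.180 from limma). Without sucking replicate 3, the log2 fold change of SLC51A was 0.92 and no gene of the 4 met the standard. FABP6, a bile acid carrier, had 8055, 1231 and 9.10 FPKM in the 3 sucking libraries and 9621, 8791 and 6518 FPKM in the weaned libraries, a log2 fold change of 4.14 (standard error 2.16, adjusted p = 0.371 from limma). NR1H4 had a log2 fold change of 0.78 (standard error 0.45, adjusted p = 0.418 from limma). ENSSSCG00000026317, annotated as the bile acid transporter SLC10A2, had a log2 fold change of 1.61 (standard error 0.77, adjusted p = 0.333 from limma). The groups overlapped for FABP6, NR1H4 and ENSSSCG00000026317. The Ballgown linear model with its library-size covariate was an alternative set before the data were examined. It gave log2 fold changes of 8.41 for FABP6, 1.58 for NR1H4, 1.75 for SLC51A and 3.19 for ENSSSCG00000026317. All 4 met the standard in that model. The adjusted p from the same Ballgown model without a filter, which was chosen after seeing the values, ran from 0.312 to 0.404. The distal-minus-proximal marker score as a covariate over all 12 libraries was an alternative chosen after the data were seen. With it, the log2 fold changes of FABP6 and NR1H4 changed direction, to -0.086 and -0.10.

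**Figure D1:**
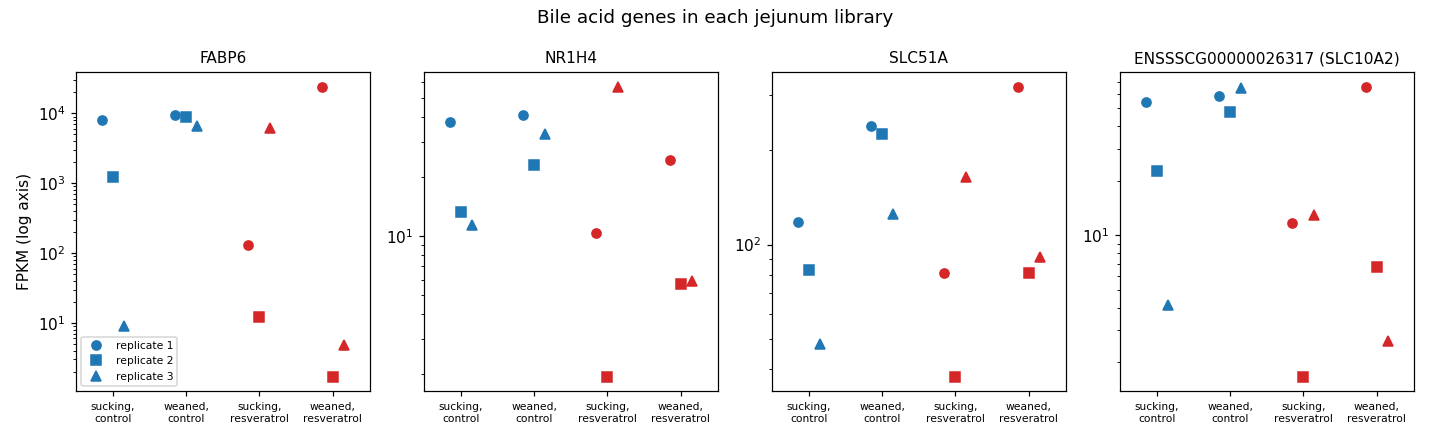
FPKM of FABP6, NR1H4, SLC51A and ENSSSCG00000026317 on a log axis in the 12 jejunum libraries, 1 point per library, in 4 groups of 3 (sucking and weaned piglets of control sows in blue, of resveratrol sows in red). FABP6 ranged from 1.70 FPKM in weaned resveratrol replicate 2 to 24110.4 FPKM in weaned resveratrol replicate 1.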

**FIGURE 6:**
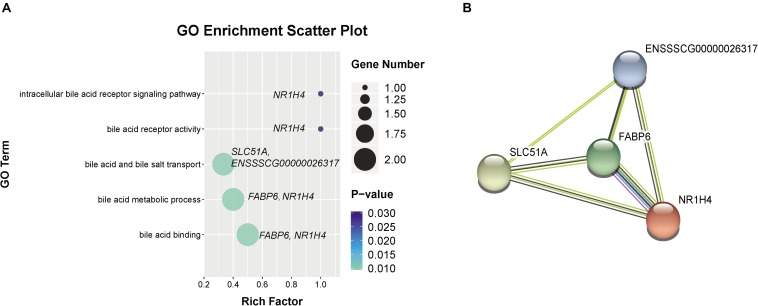
Go terms related to bile acid metabolism. **(A)** GO terms related to bile acid metabolism were increased by weaning. **(B)** Interaction networks of proteins encoded by DEGs related to bile acid metabolism. Line colors represent different evidentiary sources for each interaction: light blue, from curated databases; purple, experimental; green, gene neighborhood; red, fusion; blue, gene cooccurrence; yellow, text mining; black, coexpression; light purple, protein homology. Disconnected nodes are not shown in the network.

### KEGG Pathway Analysis of DEGs

In the KEGG pathway analysis, 14 pathways were identified (Table 1). 

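The note under Table 1 speaks of control and resveratrol treatment, while the text around it compares weaned with sucking piglets, and all genes of Table 1 are also in Supplementary Table 4. The values here are weaned against sucking in control litters. Of the 37 genes in Table 1, 11 were higher and 26 lower in weaned piglets, and 18 met the standard, 5 higher and 13 lower. Without sucking replicate 3, 11 met it. In limma 26 had an unadjusted P under 0.05, 0 an adjusted p under 0.05 over all loci, and 21 when adjusted over the list alone, which the study chose on these libraries. Among them, KCNN4 was higher in weaned piglets, with a log2 fold change of 1.27 (standard error 0.49, adjusted p = 0.257 from limma). It missed the standard without sucking replicate 3 (0.85), weaned replicate 1 (0.88) or weaned replicate 3 (1.26).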

There were two pathways related to nutrient absorption, including mineral absorption and the sulfur relay system, and six pathways related to nutrient metabolism, including alanine, aspartate, and glutamate metabolism; arginine and proline metabolism; glyoxylate and dicarboxylate metabolism; fatty acid metabolism; the peroxisome proliferators-activated receptor (PPAR) signaling pathway; and nitrogen metabolism. In addition, five pathways related to nutrient synthesis and digestive enzyme secretion were enriched, including pancreatic secretion, salivary secretion, biosynthesis of amino acids, and folate biosynthesis.

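CPS1, shared by the nitrogen and amino acid pathways, fell from 192 ± 34.6 to 88.4 ± 11.9 FPKM (SD, n = 3 each), a log2 fold change of -1.10 (standard error 0.20, adjusted p = 0.114 from limma), and kept the standard with each replicate left out. ABAT had a log2 fold change of -1.32 (standard error 0.41, adjusted p = 0.187 from limma), and -0.81 without sucking replicate 3. In the sulfur relay system MOCS2 had a log2 fold change of -0.88 (standard error 0.19, adjusted p = 0.118 from limma), and ENSSSCG00000001596 (MOCS1) a log2 fold change of 0.97 (standard error 0.26, adjusted p = 0.156 from limma). In fatty acid metabolism, ENSSSCG00000029944 (FASN) rose with a log2 fold change of 1.13 (standard error 0.25, adjusted p = 0.124 from limma), and was inside the fold limit without sucking replicate 2 (0.95).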

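Among the pancreatic and salivary secretion genes, ENSSSCG00000027898 (ATP2B1) had 16.1, 18.1 and 127 FPKM in the sucking libraries and 6.99, 3.29 and 5.19 FPKM in the weaned libraries, a log2 fold change of -2.54 (standard error 0.75, adjusted p = 0.178 from limma). PLA2G2D rose with a log2 fold change of 1.04 (standard error 0.18, adjusted p = 0.114 from limma), while ITPR3 had a log2 fold change of 0.67 (standard error 0.28, adjusted p = 0.285 from limma). BST1 had a log2 fold change of -1.09 (standard error 0.48, adjusted p = 0.302 from limma) and CELA2A a log2 fold change of -0.49 (standard error 0.41, adjusted p = 0.585 from limma), both with overlapping libraries. PLA2G2D fell inside the fold limit without sucking replicate 2 (0.94), sucking replicate 3 (0.99) or weaned replicate 2 (0.98).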

**TABLE 1:** KEGG pathway enrichment of DEGs.

Pathway ID	Pathway name	Down-regulated genes	Up-regulated genes	*P*-value
ko04978	Mineral absorption	ENSSSCG00000016040, ENSSSCG00000027157, ENSSSCG00000027221, ENSSSCG00000029221, S100G, TRPV6	ENSSSCG00000025267	0.0001
ko04122	Sulfur relay system	MOCS2, MOCS3	ENSSSCG00000001596	0.0021
ko00250	Alanine, aspartate and glutamate metabolism	ABAT, CPS1, ENSSSCG00000002797, GLUL	GLS	0.0025
ko04972	Pancreatic secretion	BST1, CELA2A, ENSSSCG00000027898,	ENSSSCG00000025267, ITPR3, PLA2G2D	0.0173
ko00330	Arginine and proline metabolism	CPS1, ENSSSCG00000002797, GLUL	ENSSSCG00000010855, GLS	0.0192
ko01230	Biosynthesis of amino acids	CPS1, ENSSSCG00000002797, GLUL, PGK1	ENSSSCG00000010855	0.0210
ko00630	Glyoxylate and dicarboxylate metabolism	CAT, GLUL, HYI	–	0.0231
ko01212	Fatty acid metabolism	ACADSB, CPT2, ENSSSCG00000030645	ENSSSCG00000029944	0.0240
ko03320	PPAR signaling pathway	CPT2, ENSSSCG00000030645, FABP1	FABP6, OLR1	0.0268
ko04970	Salivary secretion	BST1, ENSSSCG00000027898, KCNN4, TRPV6	ITPR3	0.0268
ko04727	GABAergic synapse	ABAT, ENSSSCG00000000808, GLUL,	GLS, GNG11	0.0268
ko00790	Folate biosynthesis	MOCS2	ENSSSCG00000001596	0.0371
ko00910	Nitrogen metabolism	CPS1, GLUL		0.0371
ko04726	Serotonergic synapse	CASP3, ENSSSCG00000010488, SLC6A4	GNG11, ITPR3	0.0443

*DEGs, differentially expressed genes between the control treatment and resveratrol treatment.*

### Summary of Microbiota Analysis (16S rRNA)

From all the samples (5–6 biological replicates in each treatment), 397,856 quality sequences were obtained after quality filtering. On average, 36,169 sequences in each sample with reading lengths than 300 bp were obtained, as shown in Supplementary Table 6.

### Differences in Microbiota Composition

The number of observed species and indices of Shannon, Simpson, and Chao1 did not differ between sucking and weaned piglets (Figure 7A). The results of unweighted Unifrac distance-based PCoA showed that the microbiota compositions of sucking piglets and weaned piglets were independently distributed (Figure 7B). At the phylum level (Figure 8A), the fecal microbiota of sucking piglets was composed of Bacteroidetes (45.37 ± 4.76%), Firmicutes (31.93 ± 4.51%), Fusobacteria (10.69 ± 3.35%), Proteobacteria (5.63 ± 0.90%), Spirochaetes (3.79 ± 0.95%) and Actinobacteria (0.34 ± 0.10%). In comparison, the fecal microbiota of weaned piglets was composed of Bacteroidetes (46.51 ± 3.80%), Firmicutes (48.56 ± 4.04%), Proteobacteria (1.48 ± 0.24%), Spirochaetes (0.17 ± 0.04%) and Actinobacteria (0.27 ± 0.04%). The abundance of Firmicutes and the Firmicutes/Bacteroidetes ratio were increased (*P* < 0.05) by the weaning transition (Figure 8C). The population sizes of Fusobacteria, Proteobacteria and Lentisphaerae were decreased (*P* < 0.05) by the weaning transition. Notably, the percentage of Fusobacteria showed a marked decrease from 10.69 ± 3.35% to 0.01 ± 0.001%; these bacteria nearly disappeared after weaning.

**FIGURE 7:**
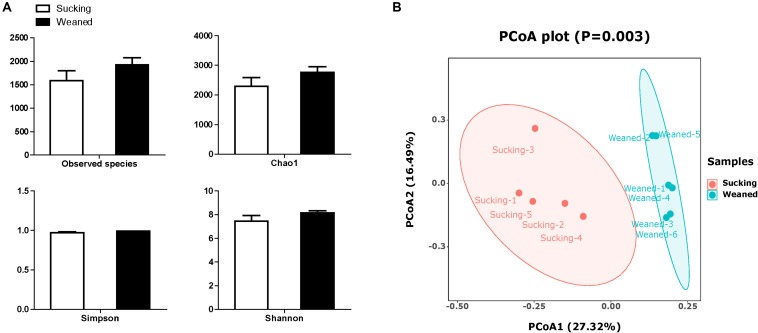
Alpha diversity and beta diversity of the gut microbiota of sucking piglets and weaned piglets. **(A)** The number of observed species and Shannon, Simpson and Chao1 indices of the gut microbiota. All values are expressed as the means ± SEMs (*n* = 5–6). **(B)** Principal coordinates analysis (PCoA, Bray–Curtis distance) plot of the gut microbiota.

**FIGURE 8:**
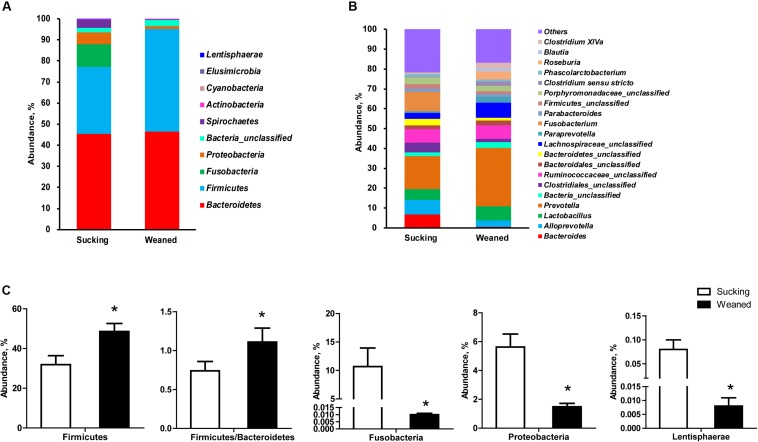
Gut microbiota composition of sucking piglets and weaned piglets. **(A)** Gut microbiota composition at the phylum level. **(B)** Gut microbiota composition at the genus level. **(C)** Different microbes at the phylum level between sucking piglets and weaned piglets. All values are expressed as the means ± SEMs (*n* = 5–6). *P < 0.05.

At the genus level (Figure 8B), *Fusobacterium* and *Prevotella* were the most prevalent genera in sucking piglets, followed by *Alloprevotella*, Ruminococcaceae-unclassified, *Bacteroides* and *Lactobacillus.* In weaned piglets, *Prevotella*, Lachnospiraceae*-*unclassified, and *Lactobacillus* were the most prevalent genera in weaned piglets, followed by Ruminococcaceae-unclassified, *Roseburia, Alloprevotella* and *Paraprevotella*.

As shown in Figures 9A,B, the abundances of the genera *Prevotella*, Lachnospiraceae-unclassified, *Roseburia*, *Clostridium* XlVa, *Streptococcus*, *Faecalibacterium*, *Oscillibacter*, *Ruminococcus*, etc. were increased (*P* < 0.05) by weaning transition. The abundance of *Prevotella* showed a significant increase from 16.51 ± 4.81% in sucking piglets to 29.23 ± 3.62% in weaned piglets. In comparison, the abundances of the genera *Bacteroides*, *Fusobacterium*, Clostridiales-unclassified, *Sutterella*, *Helicobacter*, *Megasphaera*, *Escherichia*, *Romboutsia*, and *Actinobacillus* were decreased by the weaning process (*P* < 0.05). The proportion of *Bacteroides* decreased from 6.67 ± 1.06% in sucking piglets to 0.55 ± 0.1% in weaned piglets. In addition, the proportion of *Fusobacterium* decreased from 9.56 ± 2.59% in sucking piglets to 0.01 ± 0.003% in weaned piglets.

**FIGURE 9:**
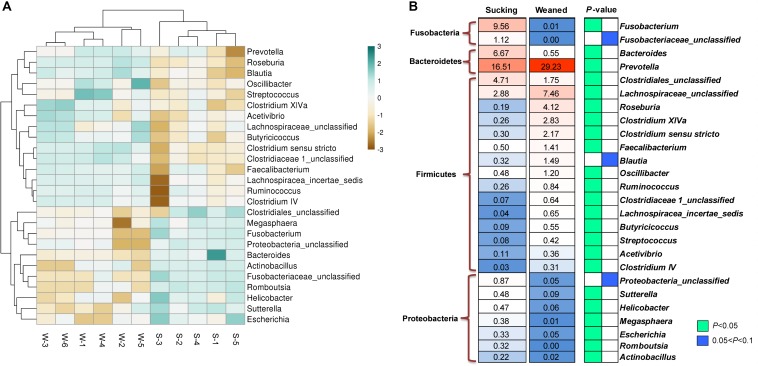
Different microbes at the genus level between sucking piglets and weaned piglets. **(A)** Hierarchical clustering heat maps of different genera between sucking piglets and weaned piglets; S, sucking piglets; W, weaned piglets. **(B)** Statistical analysis of different genera between sucking piglets and weaned piglets. All values are expressed as the means ± SEMs (*n* = 5–6). *P < 0.05.

### Predictive Metagenome Profiling

The changes in the presumptive functions of the gut microbiota of piglets during weaning were examined by predicting the metagenomes using PICRUSt as shown in Figure 10. The pathways were involved in the metabolism of amino acid, carbohydrate, and lipid. Regarding amino acid metabolism, pathways related to histidine metabolism, valine, leucine and isoleucine degradation, phenylalanine metabolism, tryptophan metabolism, D-glutamine, and D-glutamate metabolism were decreased (*P* < 0.05) in weaned piglets. Regarding carbohydrate metabolism, pathways related to starch and sucrose metabolism, galactose metabolism, amino sugar and nucleotide sugar metabolism were increased (*P* < 0.05) and pathways related to citrate cycle (TCA cycle), inositol phosphate metabolism were decreased (*P* < 0.05) in weaned piglets. Regarding lipid metabolism, pathways related to alpha-linolenic acid metabolism, PPAR signaling, adipocytokine signaling were decreased (*P* < 0.05) in weaned piglets. In addition, we observed that the pathway related to retinol metabolism was increased (*P* < 0.05) in weaned piglets.

**FIGURE 10:**
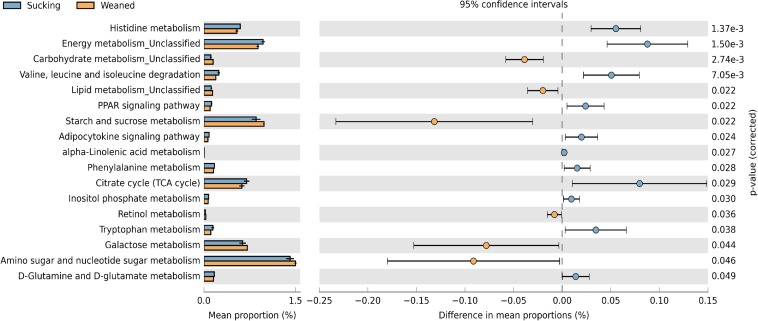
Predictive functional profiles generated from 16S rRNA marker gene sequences using PICRUSt. Functional profiles were generated based on KEGG ortholog prediction and collapsed into higher pathways (L3), according to the KEGG pathway database.

### SCFAs Concentrations in the Feces

In addition, the SCFAs concentrations in the feces samples (*n* = 5–6 in each treatment) of piglets were measured. The concentrations of acetate and butyrate were higher (*P* < 0.05) in the feces of weaned piglets than that in sucking piglets (Figure 11). The weaning process failed (*P* > 0.05) to influence the concentrations of propionate and valerate in the feces.

**FIGURE 11:**
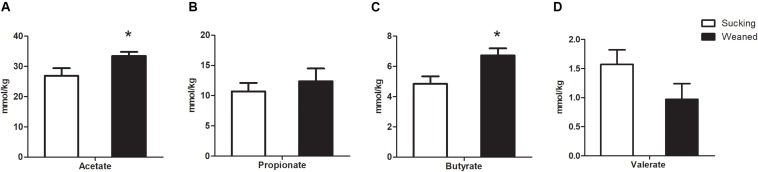
Short-chain fatty acids (SCFAs) concentrations in the feces of sucking piglets and weaned piglets. **(A)** Acetate. **(B)** Propionate. **(C)** Butyrate. **(D)** Valerate. All values are expressed as the means ± SEMs (*n* = 5–6). *P < 0.05.

## Discussion

To further elucidate the underlying molecular mechanism responsible for the weaning process, we compare intestinal transcriptome, gut microbiota and SCFAs levels of sucking piglets and weaned piglets. In the present study, a total of 456 DEGs were found between sucking piglets and weaned piglets, including 234 up-regulated genes and 222 down-regulated genes. To validate the DEGs identified by RNA-seq analysis, we measured the expression levels of eight genes by qRT-PCR. A comparison of the results obtained using the two methods revealed similar trends, confirming the validity of the methods. According to the GO analysis, we found that most of the DEGs were related to nutritional transportation, transmembrane transportation and metabolic processes. The KEGG pathway enrichment analysis showed that fatty acid metabolism and PPAR signaling pathways were significantly influenced by the weaning process. In these pathways, *ACADSB, CPT2*, and *FABP1* were down-regulated in weaned piglets. 

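ACADSB was at 25.4 ± 16.7 FPKM in sucking piglets and 13.6 ± 5.81 FPKM in weaned piglets (SD, n = 3 each), with overlapping libraries and a log2 fold change of -0.77 (standard error 0.47, adjusted p = 0.452 from limma). The log2 fold change of CPT2 stayed between -1.24 and -0.72 and that of FABP1 between -2.71 and -1.60 with each replicate left out in turn. FABP1 is also a marker of the proximal small intestine, so the position at which the tissue was taken stays open for it.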

*ACADSB* is a member of the acyl-CoA dehydrogenase family of enzymes that catalyze the dehydrogenation of acyl-CoA derivatives in the metabolism of fatty acids (Jiang et al., 2018). *FABP1* plays a crucial role in intracellular fatty acid transport by binding and properly targeting long-chain fatty acids to the correct metabolic sites (Samulin et al., 2008). *CPT2* is a mitochondrial membrane protein that is responsible for transporting long-chain fatty acids to the mitochondrial inner membrane for fatty acid β-oxidation (Meng et al., 2018). These down-regulated genes indicated that fatty acid transport and oxidation in the gut of piglets may be inhibited by the weaning process. Sow milk is highly palatable and digestible, whereas feed is rough, solid, less tasty, and not as easily digested (Lalles et al., 2004). The introduction of solid food serves as the major challenge in the weaning process of piglets, causing both physical and metabolic reconstructions in the intestine (Wang et al., 2019b), which may induce the changes in intestinal gene expression. On the other hand, previous studies have demonstrated that abrupt transitions to a solid feed diet induced short-term villus atrophy and crypt hyperplasia, which in turn impaired the digestive efficiency and gut integrity of pigs (van Beers-Schreurs et al., 1998; Hu et al., 2013). In the present study, we discovered that the solute carrier family, including many proteins that function as transporters of a large variety of molecules, was down-regulated by the weaning process, such as the mitochondrial carrier (*SLC25A16* and *SLC25A4*), nucleotide-sugar transporter (*SLC35B4*), sodium- and chloride-dependent sodium: neurotransmitter symporters (*SLC6A4*), and Na^+^/H^+^ exchanger (*SLC9A2*). Furthermore, we observed that the mineral absorption pathway was decreased in the weaning process. These results demonstrated that the function for nutrient absorption in the intestine of piglets was impaired in the weaning process.

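All 5 of these carriers were lower in weaned piglets and 1, SLC9A2, met the standard, with a log2 fold change of -1.63 (standard error 0.54, adjusted p = 0.206 from limma). It no longer met the standard without sucking replicate 3 (-1.15) or without weaned replicate 3 (-1.18). SLC25A16 had a log2 fold change of -0.96 (standard error 0.29, adjusted p = 0.181 from limma) and SLC35B4 a log2 fold change of -0.95 (standard error 0.24, adjusted p = 0.145 from limma), each with no overlap between groups. SLC25A4 had a log2 fold change of -0.90 (standard error 0.42, adjusted p = 0.319 from limma) and SLC6A4 a log2 fold change of -1.28 (standard error 0.72, adjusted p = 0.408 from limma), with overlapping groups in both. Of the 14 genes of Supplementary Table 4 whose names begin with SLC, 13 were tested, 4 higher and 9 lower in weaned piglets.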

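Of the 7 mineral absorption genes in Table 1, 1 was higher and 6 were lower in weaned piglets, and 5 met the standard. Among these 5, ENSSSCG00000027157, ENSSSCG00000016040 and ENSSSCG00000027221 have consecutive locus numbers and moved together across libraries. In the sucking libraries they had 3.40, 3.68 and 25.6 FPKM, 7.04, 6.02 and 47.0 FPKM, and 3.23, 3.11 and 19.9 FPKM. They may therefore carry the same signal and not count separately. Whether they are parts of 1 gene was not tested. S100G had 136, 415 and 2715 FPKM in the sucking libraries and 71.6, 62.4 and 33.6 FPKM in the weaned libraries, a log2 fold change of -3.31 (standard error 0.98, adjusted p = 0.178 from limma). Its log2 fold change was -2.14 without sucking replicate 3. ENSSSCG00000016040 had a log2 fold change of -2.37 (standard error 0.69, adjusted p = 0.178 from limma), ENSSSCG00000027157 (SLC40A1) a log2 fold change of -1.92 (standard error 0.66, adjusted p = 0.217 from limma), ENSSSCG00000027221 a log2 fold change of -1.90 (standard error 0.61, adjusted p = 0.199 from limma) and ENSSSCG00000029221 a log2 fold change of -1.35 (standard error 0.34, adjusted p = 0.144 from limma). ENSSSCG00000027157 missed the standard on its unadjusted P without weaned replicate 1 (-1.82) or weaned replicate 3 (-1.92), and ENSSSCG00000027221 without weaned replicate 1 (-1.78). TRPV6 had a log2 fold change of -1.42 (standard error 0.96, adjusted p = 0.493 from limma) with overlapping libraries, and -0.22 without sucking replicate 3. ENSSSCG00000025267, the gene listed as up-regulated, had a log2 fold change of 0.77 (standard error 0.87, adjusted p = 0.698 from limma) and changed direction without sucking replicate 3 (-0.37). S100G, TRPV6 and SLC40A1 are also markers of the proximal small intestine. Sucking replicate 3 had the lowest distal-minus-proximal marker score of the control libraries, -2.03. The position at which the tissue was taken therefore stays open for these genes.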

Weaning stress includes dietary and environmental transitions, and separation from the dam has been demonstrated to disrupt antioxidant defense capacity and cause oxidative stress in piglets (Yin et al., 2014; Ji et al., 2019). In the present study, DEGs related to the oxidation-reduction process and oxidoreductase activity were identified by GO enrichment analysis, which may elucidate the molecular mechanisms of oxidative stress induced by early weaning. 

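FDXR had 4.68, 5.21 and 3.37 FPKM in the 3 sucking libraries and 8.68, 7.89 and 10.9 FPKM in the 3 weaned libraries. Its log2 fold change stayed between 0.76 and 1.02 with each replicate left out in turn, and passed the fold limit only without sucking replicate 2.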

*FDXR*, the mitochondrial cytochrome P-450 NADPH reductase, was increased by the weaning process. A previous study has demonstrated that *FDXR* is a target gene of the tumor protein 53 (p53) family and that increased levels of reactive oxygen species (ROS) can activate p53, which induces the expression of *FDXR* (Liu and Chen, 2002). Tumor protein 53 (p53), which regulates the generation of reactive oxygen species, was enhanced in the jejuna of piglets after weaning (Yin et al., 2014). To protect cells from the damage caused by ROS, organisms have evolved several defense mechanisms to rapidly and efficiently remove ROS from the intracellular environment. The antioxidant enzyme system, including SOD, CAT and GPX, is the first line of defense against ROS in organisms. SOD performs efficient dismutation of O_2_^–^ to H_2_O_2_, which can be reduced to water by GPX and CAT. 

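SOD3 had 4.75, 2.94 and 2.57 FPKM in the sucking libraries and 9.00, 13.3 and 24.2 FPKM in the weaned libraries, and met the standard with each replicate left out in turn. GPX2 had 180.4, 151 and 24.9 FPKM in the sucking libraries and 235, 94.2 and 573 FPKM in the weaned libraries. Sucking replicate 3 had the lowest GPX2 value, and without it the log2 fold change was 0.50.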

In the present study, *SOD3* and *GPX2* were upregulated in weaned piglets, indicating that the antioxidant enzyme system was activated to prevent oxidative stress induced by the weaning process. However, we found that *CAT* expression in the gut of weaned piglets was down-regulated, demonstrating that the activated antioxidant enzyme system was damaged by the weaning process. 

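CAT had 59.8, 59.8 and 110.4 FPKM in the sucking libraries and 42.5, 56.3 and 37.3 FPKM in the weaned libraries. Without sucking replicate 3, the highest library, the log2 fold change was -0.41.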

Decreased *CAT* expression may result in the accumulation of H_2_O_2_. Although H_2_O_2_ is not a radical itself, this molecule is reactive and is rapidly converted to the highly reactive ^•^OH via the Fenton reaction unless efficiently removed. The ^•^OH radical is widely accepted as being the most damaging ROS produced by cells (Rodriguez et al., 2004). In addition to *GPX2* and *SOD3*, *CAT* was found to interact with *ACADSB*, *HSD17B4*, *IYD* and *LDHA* (Figure 5), which indicated that *CAT* may further influence other genes related to the oxidation-reduction process and oxidoreductase activity. Among these genes, *LDHA* (lactate dehydrogenase A), which converts pyruvate to lactate coupled with the recycling of NAD^+^, was down-regulated by the weaning process. 

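LDHA had 321, 271 and 510.5 FPKM in the sucking libraries and 133, 189.9 and 182 FPKM in the weaned libraries. The log2 fold change ran from -1.28 to -0.82 with each replicate left out in turn.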

A previous study demonstrated that reduction of *LDHA* would favor the entry of pyruvate into mitochondria for oxidative phosphorylation, thereby enhancing oxygen consumption and inducing oxidative stress (Le et al., 2010).

The intestinal microbiota of young animals has a profound influence on the establishment of the gut barrier, intestinal nutritional metabolism and immune system maturation (Merrifield et al., 2016). Aberrations in the composition and function of the gut microbiota, termed microbiota dysbiosis, are important factors that affect gut gene expression. In the present study, 16S rRNA sequencing was used to measure the microbiota composition. In addition, the functions of the intestinal microbiota of piglets were examined by predicting the metagenomes using PICRUSt analysis. As predicted, the gut microbiota composition and the function were significantly shaped by early weaning. Firmicutes and Bacteroidetes are the two predominant phyla in the gut microbiota of pig and human (Li et al., 2018). However, the intestinal microbiota of human infants and young piglets is not stable like that of adult humans and pigs. In the present study, we observed that the abundance of Firmicutes and the Firmicutes/Bacteroidetes ratio were higher in weaned piglets than that in sucking piglets. An increasing number of studies have demonstrated that the Firmicutes/Bacteroidetes ratio is related to obesity and that Firmicutes species have an increased capacity to harvest energy from the diet (Ley et al., 2006; Turnbaugh et al., 2006). In addition, we observed the genes *FABP6* and *NR1H4* (also called *FXR*) related to bile acids were increased in the gut of weaned piglets. 

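NR1H4 had 37.8, 13.2 and 11.4 FPKM in the sucking libraries and 41.2, 22.9 and 33.0 FPKM in the weaned libraries. The log2 fold change of FABP6 ran from 1.38 to 6.20 with each replicate left out in turn and met the standard only without sucking replicate 1. That of NR1H4 ran from 0.47 to 1.29 and met the standard only without sucking replicate 1.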

Bile acids are synthesized in the liver and secreted into the gut in bile after ingestion of food and have emerged as important biological molecules that support the solubilization of various lipids and lipid-soluble compounds in the gut (Lin et al., 2019). *NR1H4* is an important bile-acid-activated and transcriptional regulator gene and plays an important role in bile acid homeostasis. In addition, *FABP6* has been shown to be needed for the efficient transport of bile acids from the apical side to the basolateral side of enterocytes in the distal intestine (Zwicker and Agellon, 2013). In the weaning transition of pigs, the dietary was changed from highly digestible milk to a less digestible solid feed. Thus, the increased Firmicutes and bile acids metabolism may be an adaptive mechanism in weaned piglets for digestion solid feed. But the predictive metagenome showed that pathways related to PPAR signaling and alpha-linolenic acid metabolism were decreased in the gut microbiota of weaned piglets, which may contribute to the decreased gene expression of *CPT2* and *FABP1* in fatty acid metabolism and PPAR signaling in the intestine and further demonstrated that fatty acid transport and oxidation may be inhibited by the early weaning stress.

In addition, we observed that the pathway related to the citrate cycle (TCA cycle) was decreased in weaned piglets by predictive metagenome analysis. Similarly, the gene expression of *MPC2* was down-regulated in the intestine of weaned piglets. 

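MPC2 had 20.5, 54.6 and 73.9 FPKM in the sucking libraries and 20.1, 33.5 and 23.4 FPKM in the weaned libraries, with a log2 fold change of -0.78 (standard error 0.46, adjusted p = 0.424 from limma). The groups overlapped, because sucking replicate 1 lay among the weaned libraries, and without it the log2 fold change was -1.31.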

*MPC2* is responsible for the transport of pyruvate in mitochondria. Pyruvic acid plays important roles in the TCA cycle and can be made from glucose via glycolysis and converted back to carbohydrates (such as glucose) via gluconeogenesis or to fatty acids via a reaction with acetyl-CoA. Thus, we speculate that the TCA cycle may be inhibited by the weaning process. Interestingly, glutamine synthetase (*GLUL*), which catalyzes the synthesis of glutamine from glutamate and ammonia in an ATP-dependent reaction and participates in pathways of nitrogen metabolism and amino acid metabolism (Table 1), was decreased in the intestine of weaned piglets. 

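GLUL was at 23.9 ± 4.54 FPKM in sucking piglets and 13.6 ± 1.58 FPKM in weaned piglets (SD, n = 3 each), with no overlap between groups and a log2 fold change of -0.76 (standard error 0.19, adjusted p = 0.140 from limma). The fold change stayed inside the paper's limit with each replicate left out, from -0.86 to -0.62.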

The predictive metagenome analysis also showed that the pathway of D-Glutamine and D-glutamate metabolism was decreased in the gut microbiota of weaned piglets. Thus, the decreased *GLUL* expression in the intestine induced by weaning may be due to the changes in gut microbiota composition and their metabolic functions. Previous studies have demonstrated that glutamine plays a critical role in maintaining multiple important functions, such as nutrient metabolism, immune response, and intestinal integrity, as well as the synthesis of other bioactive compounds (Li et al., 2018). Therefore, glutamine supplementation in weaning piglets may be an effective way to improve growth and maintain gut health (Wang et al., 2008; Ji et al., 2019).

Bacteroidetes consists of two main genera, namely, *Bacteroides* and *Prevotella*, and these two genera usually compete for the same niche in the gut, which results in subjects with high levels of *Prevotella* usually having low levels of *Bacteroides* (Kovatcheva-Datchary et al., 2015). *Bacteroides* species have been demonstrated to consume milk oligosaccharides via mucus utilization pathways (Marcobal et al., 2011; Marcobal and Sonnenburg, 2012). *Prevotella* is linked to the fermentation of plant-derived non-starch polysaccharides to SCFAs and produces enzymes, such as β-glucanase, mannase, and xylanase, that can degrade polysaccharides in the plant cell wall (Flint and Bayer, 2008; Guevarra et al., 2018). In addition, high dietary fiber intake has been demonstrated to induce improvement in the abundance of *Prevotella* and the *Prevotella*/*Bacteroides* ratio (Kovatcheva-Datchary et al., 2015). Thus, dietary changes from milk to solid feed with dietary fiber would contribute to the decreased *Bacteroides* abundance and increased *Prevotella* abundance and *Prevotella*/*Bacteroides* ratio, which is consistent with previous studies (Frese et al., 2015; Chen et al., 2017).

SCFAs, which are the end products of dietary carbohydrates, specifically resistant starches, and dietary fiber fermentation by the intestinal microbiota in colon, primarily consist of acetate, propionate, and butyrate (Schwiertz et al., 2010). SCFAs production depends on the substrates flowing into the large intestine and the population and composition of the intestinal microbiota (Haenen et al., 2013). In humans and pigs, weaning transition affects not only the structure and function of the intestine but also the components of the luminal environment, such as the intestinal microbiota and its metabolites (Nakatani et al., 2018). In the present study, the levels of butyrate and acetate were higher in weaned piglets than that in sucking piglets. One reason for this effect is that the abundances of SCFAs-producing bacteria, including *Faecalibacterium*, *Blautia*, *Oscillibacter*, *Roseburia*, and *Prevotella* species, were increased by the weaning process. In humans (Li et al., 2014) and pigs (Salcedo et al., 2016), maternal milk contains large amounts of oligosaccharides, and disaccharides and thus, SCFAs production by hindgut fermentation starts a few days after parturition (Nakatani et al., 2018). Therefore, the fermentative substrates changed with the transition from maternal milk to solid food, which provided increased levels of fermentation substrates and contributed to the increase in SCFAs levels (van Beers-Schreurs et al., 1998). In the present study, we observed that the gene expression of peptide tyrosine-tyrosine (*PYY*) was increased in the weaned piglets (Supplementary Table 4). 

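PYY was at 16.7 ± 11.4 FPKM in sucking piglets and 34.8 ± 5.22 FPKM in weaned piglets (SD, n = 3 each), with no overlap between groups and a log2 fold change of 1.33 (standard error 0.60, adjusted p = 0.308 from limma). The log2 fold change ran from 0.57 to 1.78 with each replicate left out, and the standard was met only without sucking replicate 1 or without sucking replicate 2.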

Interestingly, previous studies have demonstrated that microbial SCFAs, particularly butyrate, cause a dose- and time-dependent increase in *PYY* gene expression in *vivo* (Psichas et al., 2015) and *vitro* (Larraufie et al., 2018) models. In the present study, the change in *PYY* gene expression may be related to the increased SCFAs levels. *PYY* has been shown to induce satiety by upregulation of anorexigenic signal pathway and downregulation of orexigenic signaling molecule neuropeptide tyrosine in the hypothalamus, which is associated with food intake of pigs (Wang et al., 2019a). Thus, the increased SCFAs production and *PYY* gene expression may be an important reason for the reduced feed intake in the weaning transition. In addition, SCFAs can be rapidly absorbed by the intestine and subsequently utilized by the host as substrates for energy production (Morrison and Preston, 2016). SCFAs also contribute to the maintenance of gut morphology and function. Butyrate has been demonstrated to prevent and inhibit gut carcinogenesis, protect against mucosal oxidative stress and inflammation and strengthen the intestinal defense barrier (den Besten et al., 2013). Thus, the increased levels of SCFAs may serve as important roles in the intestinal function during the weaning process.

On the other hand, the abundance of Proteobacteria, including the genera *Sutterella*, *Helicobacter*, *Escherichia*, *Actinobacillus*, was decreased, and *Fusobacteria* nearly disappeared in weaned piglets compared to sucking piglets, which is consistent with previous studies (Chen et al., 2017; Li et al., 2018). Proteobacteria includes a wide variety of pathogenic bacteria and plays important role in immune education in early life. The gradual maturation of gut immune function and the microbiota may contribute to the decrease in Proteobacteria. Recently, studies have shown that Proteobacteria is one of the most dominant phyla in human (Moossavi et al., 2019) and porcine milk (Chen et al., 2018). Although the origin of the bacteria in breast milk is currently not known, bacteria in breast milk may be an important source of the intestinal microbiota of infants and sucking piglets. During the weaning process, a dietary shift from milk to a completely feed-based diet may be an important reason for the decrease in Proteobacteria in weaned piglets.

## Conclusion

The results of the present study demonstrated that weaning transition altered intestinal gene expression involved in nutrient absorption, transportation and metabolic processes in pigs. Weaning transition significantly increased the abundance of Firmicutes and the Firmicutes/Bacteroidetes ratio and decreased the abundances of Proteobacteria and *Fusobacteria* in pig feces. The abundances of *Bacteroides* and *Fusobacterium* decreased markedly, while the abundance of *Prevotella* showed a marked increase, in weaned piglets compared to sucking piglets. The levels of butyrate and acetate in the feces were increased by the weaning process. The intestinal gene expression regulated by weaning transition may be associated with the changes in the gut microbiota composition and SCFAs levels. However, further studies are needed for the interaction between host gene expression and gut microbiota in the weaning process of pigs.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) database: GSM2868043, GSM2868044, GSM2868045, GSM2868049, GSM2868050, and GSM2868051.

## Ethics STatement

The animal study was reviewed and approved by the Ethical and Animal Welfare Committee of Heilongjiang Province, China the Ethical and Animal Welfare Committee of Northeast Agricultural University.

## Author Contributions

AS, BS, and QWM conceived and designed the experimental plan. QWM, ZYL, CC, and SS were involved in the animal experiments, analysis, and data collection. QWM, QQM, and ZL analyzed the data and drafted the original manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

*ACADSB*: acyl-CoA dehydrogenase short/branched chain
*ACAD11*: acyl-CoA dehydrogenase family member 11
*CAT*: catalase
*CRABP1*: cellular retinoic acid binding protein 1
*FABP1*: fatty acid-binding protein 1
*FABP6*: fatty acid-binding protein 6
*FDXR*: ferredoxin reductase
*GPD1*: glycerol-3-phosphate dehydrogenase 1
*GPD1L*: glycerol-3-phosphate dehydrogenase 1 like
*GPX2*: glutathione peroxidase 2
*HSD11B2*: hydroxysteroid 11-beta dehydrogenase 2
*HSD17B11*: hydroxysteroid 17-beta dehydrogenase 11
*HSD17B12*: hydroxysteroid 17-beta dehydrogenase 12
*IYD*: iodotyrosine deiodinase
*LDHA*: lactate dehydrogenase
*MPC2*: mitochondrial pyruvate carrier 2
*MOCS3*: molybdenum cofactor synthesis 3
*P4HTM*, prolyl 4-hydroxylase: transmembrane
*PYY*: peptide tyrosine-tyrosine
*SOD3*: superoxide dismutase 3
*TET2*: tet methylcytosine dioxygenase 2.

# Supplementary material for: Weaning Alters Intestinal Gene Expression Involved in Nutrient Metabolism by Shaping Gut Microbiota in Pigs
**Source:** Front Microbiol. 2020 Apr 17;11:694. doi: 10.3389/fmicb.2020.00694
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Table 1. Primers used for qRT-PCR.

| Genes | Sequence (5'to3') | Product Size (bp) |
| --- | --- | --- |
| *CAT* | F: ACGCCTGTGTGAGAACATTG | 124 |
|  | R: GTCCAGAAGAGCCTGAATGC |  |
| *CPT2* | F: GGCTTTGACCGACACTTGTT | 119 |
|  | R: CTGGTGGACAGGATGTTGTG |  |
| *FABP1* | F: GGTCCAAGGTCGTCCAGAATGAG | 159 |
|  | R: TGTCACCGTTGAGTTCAGTCACAG |  |
| *LDHA* | F: TGCTTGTTGCTTCCAATCCAGTGG | 200 |
|  | R: AGGCACACTAGAGTCTCCATGCTC |  |
| *GPX2* | F: CTCGCTCTGAGGCACAACCAC | 160 |
|  | R: GCGGACGTACTTGAGGCTGTTC |  |
| *FDXR* | F: TCGGACAGCCACGGAGAAGC | 152 |
|  | R: TGGTGACTGCCAGGCGGATG |  |
| *SOD3* | F: ACGCTGCTCTGTGCTTACCT | 135 |
|  | R: CTGCCAGATCTCCGTCACTT |  |
| *SLC1A5* | F: TCCTGGTGCTGCCTCTCATCTAC | 146 |
|  | R: CTCCTCCACGCACTTCATCATCAG |  |
| *GAPDH* | F: ATGGTGAAGGTCGGAGTGAA | 155 |
|  | R: CCGTGGGTGGAATCATACTG |  |

**Supplementary Table 2. Summary of sequencing analysis in RNA-seq.**

| Item | Raw Data | Valid Data | Valid Ratio (%) | Q20 (%) | Q30 (%) | GC content (%) |
| --- | --- | --- | --- | --- | --- | --- |
| S-1 | 40418456 | 39763038 | 98.38 | 98.44 | 86.01 | 53.00 |
| S-2 | 41946130 | 41257126 | 98.36 | 98.96 | 88.32 | 53.00 |
| S-3 | 50070676 | 49301698 | 98.46 | 99.23 | 89.92 | 53.50 |
| W-1 | 40736316 | 40224050 | 98.74 | 98.92 | 87.70 | 54.50 |
| W-2 | 57292800 | 56591170 | 98.78 | 99.03 | 88.34 | 55.50 |
| W-3 | 47328436 | 46618492 | 98.50 | 99.03 | 89.07 | 54.50 |

S: Sucking piglets, n=3; Weaned: Weaned piglets, n=3. Q20: the percentage of bases with a Phred value > 20; and Q30: the percentage of bases with a Phred value > 30

**Supplementary Table 3. The data for the sequencing reads that mapped to the reference genome in RNA-seq.**

| Sample | Valid reads | Mapped reads | Unique Mapped reads | Multi Mapped reads | PE Mapped reads | Reads map to sense strand | Reads map to antisense strand |
| --- | --- | --- | --- | --- | --- | --- | --- |
| S-1 | 39763038 | 30826998 (77.53%) | 20486031 (51.52%) | 10340967 (26.01%) | 27497000 (69.15%) | 14378466 (36.16%) | 14483587 (36.42%) |
| S-2 | 41257126 | 32619837 (79.06%) | 22301313 (54.05%) | 10318524 (25.01%) | 29372956 (71.19%) | 15243066 (36.95%) | 15317608 (37.13%) |
| S-3 | 49301698 | 39481643 (80.08%) | 26643827 (54.04%) | 12837816 (26.04%) | 36338478 (73.71%) | 18351520 (37.22%) | 18395691 (37.31%) |
| W-1 | 40224050 | 30628190 (76.14%) | 18096060 (44.99%) | 12532130 (31.16%) | 27005628 (67.14%) | 14280422 (35.50%) | 14398367 (35.80%) |
| W-2 | 56591170 | 43889785 (77.56%) | 26029805 (46.00%) | 17859980 (31.56%) | 38983310 (68.89%) | 20454502 (36.14%) | 20564962 (36.34%) |
| W-3 | 46618492 | 35880287 (76.97%) | 22553568 (48.38%) | 13326719 (28.59%) | 32413472 (69.53%) | 16741557 (35.91%) | 16883575 (36.22%) |

S: Sucking piglets, n=3; W: Weaned piglets, n=3.

**Supplementary Table 4. Differentially expressed genes (DEGs)** **between sucking piglets and weaned piglets.**

As shown in Supplementary Material 2.

**Supplementary Table 5. GO enrichment analysis of differentially expressed genes (DEGs) between sucking piglets and weaned piglets.**

As shown in Supplementary Material 3.

**Supplementary Table 6: Summary of sequencing analysis in 16s rDNA.**

| Item | Raw Data | | Valid Data | | Valid % | Q20 % | Q30 % | GC % |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Tag | Base | Tag | Base |  |  |  |  |
| S-1 | 41872 | 19.85M | 41071 | 16.90M | 98.09 | 97.11 | 89.89 | 50.85 |
| S-2 | 50736 | 24.05M | 47217 | 19.28M | 93.06 | 97.19 | 90.01 | 53.02 |
| S-3 | 30498 | 14.46M | 29798 | 12.03M | 97.70 | 97.54 | 91.03 | 50.49 |
| S-4 | 37218 | 17.64M | 36307 | 14.74M | 97.55 | 96.99 | 89.56 | 52.87 |
| S-5 | 42037 | 19.93M | 34013 | 13.77M | 80.91 | 97.07 | 89.86 | 52.09 |
| W-1 | 40434 | 19.17M | 35252 | 14.42M | 87.18 | 97.20 | 90.12 | 52.31 |
| W-2 | 30711 | 14.56M | 29595 | 12.07M | 96.37 | 96.98 | 89.51 | 53.24 |
| W-3 | 33669 | 15.96M | 30949 | 12.54M | 91.92 | 97.06 | 89.67 | 52.76 |
| W-4 | 43816 | 20.77M | 33159 | 13.57M | 75.68 | 96.97 | 89.52 | 52.23 |
| W-5 | 40433 | 19.17M | 34201 | 13.88M | 84.59 | 97.22 | 90.26 | 52.01 |
| W-6 | 50234 | 23.81M | 46294 | 18.83M | 92.16 | 97.07 | 89.78 | 52.68 |

S: Sucking piglets, n=5; W: Weaned piglets, n=6.

**Supplementary Figure 1.** **Category of cellular component in GO enrichment analysis.**

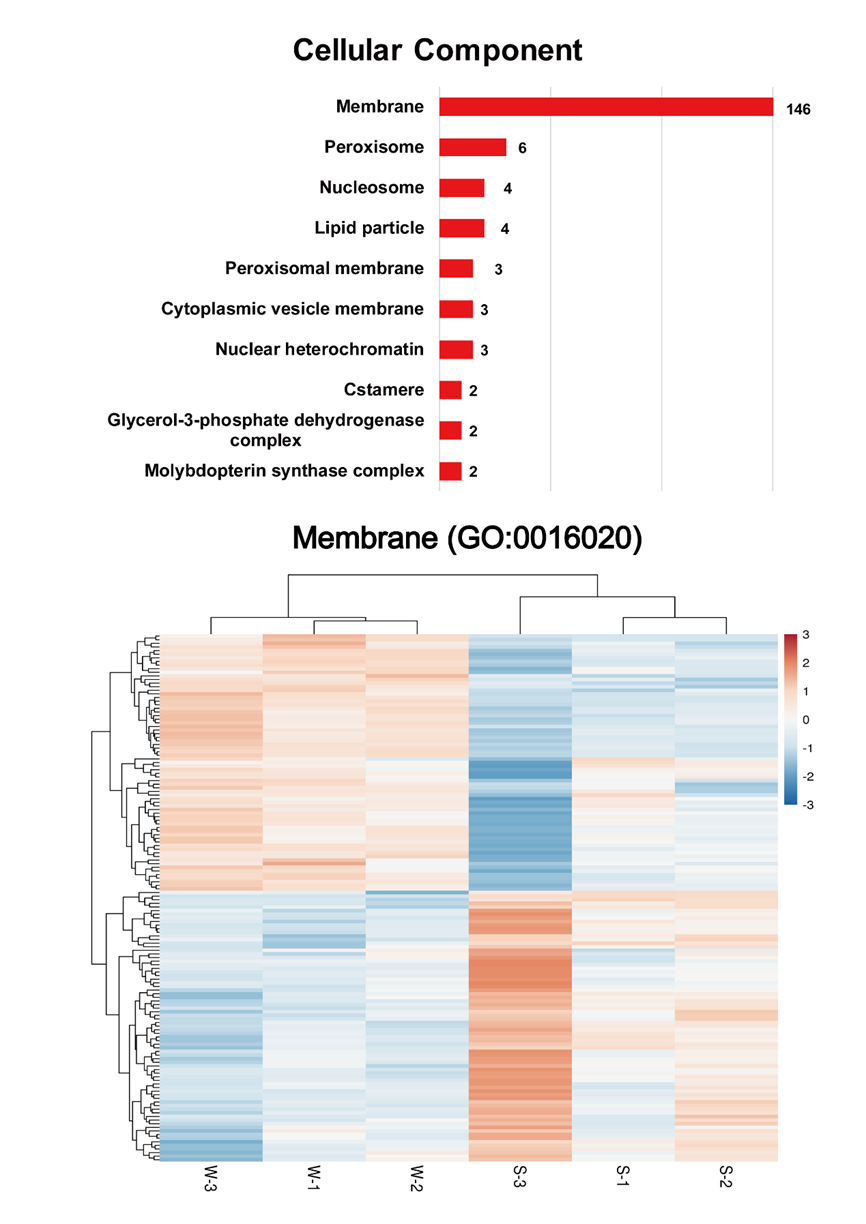

**B**

**A**

How the deposited data were processed for this re-analysis (not part of the article)

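The data are RNA-seq of jejunum from 12 piglets in 4 groups of 3: sucking (21 days of age) and weaned (28 days of age, 7 days after weaning) piglets of control sows, and the same ages from sows fed 300 mg/kg resveratrol. The paper uses the 6 control libraries. The authors trimmed and aligned paired-end reads with TopHat and estimated expression with StringTie and Ballgown. Their table gives FPKM, fragments per kilobase of exon scaled to mapped reads, for 41264 loci. No scaling between libraries beyond FPKM is stated. It holds no counts, so that depth is known only from the read totals in the paper's supplement. The 17650 loci without a gene name (42.8%) were kept out of the tests, leaving 23614 loci with 17049 different gene names, and no value column was left unmatched.

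Values were analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a mean-variance trend). Loci with a mean of at least 0.5 FPKM over the libraries in a fit were tested, 14087 in control litters, 14586 in resveratrol litters and 14332 over all 12 libraries. The paper's standard is an unadjusted P under 0.05 and a log2 fold change above 1 or below -1, and the Benjamini-Hochberg adjusted p is given beside it. The weaning effect was tested in control litters, in resveratrol litters and as the difference between them, and resveratrol was compared with control litters at each age. A named gene with several loci is given by the locus with the highest mean FPKM, except that the 5 largest rises and 5 largest falls use the locus called. Named were the genes in the paper's text and Table 1, and those rises and falls among loci past the standard with groups that do not overlap, a gene symbol and a mean of at least 1 FPKM. Genes known by an Ensembl identifier were given a symbol where the pig annotation has one.

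The 6 marker lists (proximal small intestine, distal small intestine and colon, villus brush border, crypt and cell division, smooth muscle and lymphocyte) were written before the data were examined. They were tested with camera at a preset correlation of 0.01, with fry beside it, leaving out members in Supplementary Table 4. Lists of 2 further kinds, other smooth muscle genes and enteric neuron genes, were added after the first results. Each comparison was repeated over the 10 splits of its 6 libraries, and the difference between litters over 100 drawn splits.

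The method was tested on simulated data in which 200 of 14110 loci were changed by a log2 fold change of 2 in either direction. In limma 196 of these (98%) met the paper's standard, 1 of the 200 had the wrong sign, and 5.23% of the other loci had an unadjusted P under 0.05. With the Ballgown model 159 of the 200 (79.5%) met the standard. The simulated change was larger than the median absolute log2 fold change of the paper's genes here, 0.96. The noise was drawn for each locus on its own, without variation shared between loci. These rates therefore hold for the simulated setting and do not give the recovery or error rate in the real libraries. The alternatives were a pseudocount of 0.1, no filter, a minimum of 5 FPKM, median-of-ratios rescaling, quantile normalization, eBayes without a trend, a replicate block, the Ballgown linear model with its library-size covariate (the sum of log2 values up to the 75th percentile), all 12 libraries in the fit, and leaving out each replicate. A marker score covariate, the Ballgown model without a filter and sums of loci by gene name were added later. GO enrichment was not recomputed because the GO column covers 52.1% of the matched genes, under the 80% required for it. The 16S rRNA, short-chain fatty acid and qRT-PCR measurements were not analysed here, nor were 5 genes of Supplementary Table 4 that were not matched by name. Results for 2 named genes are not reported here.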

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

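The tests in this part were chosen after the results they bear on were seen. The enteric neuron genes and what was predicted for them were written after the smooth muscle result, and before their own values were seen.

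The libraries of piglets from resveratrol-fed sows are data that the paper does not use, and the comparison of weaned with sucking piglets there gave a signal. In these litters 526 of 14586 loci met the paper's standard, 145 higher and 381 lower in weaned piglets. The adjusted p from limma was under 0.05 for 2 loci, ENSSSCG00000027842 (log2 fold change -3.62, adjusted p = 0.00474) and C1GALT1C1 (-3.07, adjusted p = 0.0466), named here after their values were seen. ENSSSCG00000027842 was at 11.7, 12.1 and 13.7 FPKM in the sucking resveratrol libraries and at 0.307 FPKM or less in the weaned ones. Of the 10 splits of these 6 libraries, 1 (the real one) gave as many loci at the standard, and 2 gave as many at the adjusted p. A split that set sucking resveratrol replicate 1 with weaned resveratrol replicates 2 and 3 gave 481, and at the unadjusted P it gave 1791 loci, more than the 1736 of the real split. Since 10 splits cannot give a share under 0.1, differences between single piglets cannot be told apart from weaning by this count. The median log2 fold change of all tested loci was -0.15, and -0.0088 after median-of-ratios rescaling, where 236 loci were higher and 235 lower. That rescaling centres the ratios between libraries, so the balance after it does not show where the excess of lower loci comes from. Over loci with a mean of at least 5 FPKM the median was -0.026, with 101 higher and 134 lower at the standard, and with a pseudocount of 0.1 there were 198 higher and 934 lower, so the excess lay mostly in loci with low FPKM. Its cause was not tested. The count was 471 after that rescaling and 416 after quantile normalization, which argues against scaling as the whole cause of the count. With the Ballgown model, whose library-size covariate was 19613, 25538 and 22786 in the sucking and 17597, 15122 and 15243 in the weaned resveratrol libraries, the count was 219. Without sucking resveratrol replicate 1 the count was 928, and without sucking resveratrol replicate 3 it was 884. The sucking resveratrol libraries had a median FPKM of 0.479, 1.12 and 0.836 and the weaned ones 0.357, 0.238 and 0.250. Read depth and GC content of these libraries were not analysed here. Age, weaning, sow and litter stay open and were not separated.

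In the same unused libraries the smooth muscle marker list had a mean log2 fold change of -2.04 in weaned piglets, with 11 of 11 genes lower (limma adjusted p = 1.1e-05 with camera and 0.418 with fry). The list was written before the data were examined, 12 of its 14 genes were found and 1 that the study lists as a DEG was left out. The jejunum expresses the 12 found genes at 0.5 FPKM or more. The most abundant were TAGLN at 593, 1525 and 173 FPKM in the sucking and 161, 126 and 84.2 FPKM in the weaned resveratrol libraries and ACTG2 at 614, 1248 and 116 FPKM in the sucking and 135, 89.9 and 22.2 FPKM in the weaned resveratrol libraries. Of the 10 splits of the 6 libraries, 2 gave a mean as large. The enteric neuron genes, which lie in and beside the muscle layers, were lower too, with a mean of -0.96 and 15 of 15 tested genes (limma adjusted p = 2.4e-08 with camera and 0.0477 with fry, over the 2 added lists), as were 12 of 12 further smooth muscle genes (-1.47). The values were 0.28 and 0.30 in control litters. A larger share of muscle layer in the tissue samples of the sucking resveratrol piglets is a candidate explanation. A lower share of epithelial cells with all other cell types raised alike is argued against by the lymphocyte list, which stayed at -0.025. The authors' normalization is argued against by the value after median-of-ratios rescaling, -1.87. A change of the muscle itself with weaning, age or maternal diet stays open and was not tested.

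The villus brush border list was higher in weaned piglets of the resveratrol litters, again in libraries that the paper does not use, with a mean log2 fold change of 0.21 (limma adjusted p = 7.1e-04 with camera and 0.899 with fry) and 12 of 19 genes higher. Of the 10 splits of the 6 libraries, 7 gave a mean as large, so this value may be no more than the difference between single piglets. It changed direction without sucking resveratrol replicate 2 (-0.21) and without weaned resveratrol replicate 1 (-0.21). No biological explanation was tested.

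For 3 lists camera, at its preset correlation of 0.01, called a difference of the weaning effect between the litter sets, which is what singled them out. Under fry none of the 3 was called, so a difference between the litter sets is not shown. The difference in mean log2 fold change, resveratrol minus control litters, was 0.74 for the proximal small intestine list (limma adjusted p = 0.00793 with camera and 0.430 with fry), 0.58 for the villus list (adjusted p = 3.0e-04 and 0.586) and -2.24 for the smooth muscle list (adjusted p = 1.1e-04 and 0.341). In control litters the means were -0.86, -0.37 and 0.20, and in resveratrol litters -0.12, 0.21 and -2.04. Over all loci the difference between litters had 0 loci at an adjusted p under 0.05, which 100 of 100 splits must reach, so that this count tests nothing. At the unadjusted P it had 1888, and 2 of the 100 splits, the real one included, gave as many. The proximal difference was 0.42 without weaned replicate 3 and 0.95 without weaned resveratrol replicate 2, and the villus difference 0.16 without weaned resveratrol replicate 1 and 1.10 without sucking resveratrol replicate 3. In control litters 1 of the 10 splits (the real one) gave a proximal mean as large as -0.86. The proximal difference could reflect where along the intestine the tissue was taken, which is weighed under the other observations with the bile acid genes. Maternal diet, sow and litter are not separated from each other in this design.

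In 2 of the named genes all libraries of the control litters moved one way and all those of the resveratrol litters the other way, as in 223 of 14087 tested loci. In each litter set alone, chance gives 10% of loci whose groups do not overlap. SLC9A2 had a log2 fold change of -1.63 in control and 0.68 in resveratrol litters. The locus of NR2C2 had 3.10 and -1.54. In the test of the difference between litters, the adjusted p from limma was 0.260 for SLC9A2 and 0.260 for NR2C2, with differences of 2.31 and -4.64. For NR2C2 the assignment of reads between its 6 loci is a candidate explanation, because the summed loci had a log2 fold change of -0.19 in control litters. For SLC9A2 the value in control litters was -1.15 without sucking replicate 3, which had the highest SLC9A2 value, and -1.18 without weaned replicate 3. Maternal diet was not tested for either gene apart from the difference itself.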

How the results depend on the processing

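Apart from the marker score covariate, the Ballgown model without a filter, the sums of loci by gene name and the alternatives for the difference between litters in the marker lists, which were chosen after seeing the data, the alternatives below were set before the data were examined. GC correction of the log2 values, the replicate block with GC correction and the comparison of log2 fold change with GC content were not run, because no gene sequences or GC values of genes were used here. The GC content of the reads separates the sucking from the weaned control libraries, so a dependence of the fold changes on GC stays open. FPKM hold no read depth, so the precision of genes with low FPKM could not be judged from reads.

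The count of loci at the paper's standard in control litters, 467, became 1032 with a pseudocount of 0.1 and 238 with a minimum of 5 FPKM, where 6249 loci were tested. It was 437 to 578 under the other alternatives set beforehand, and 439 to 598 with each replicate left out. With the marker score as a covariate it was 534, with the Ballgown model without a filter 611, and with loci summed 418. The 1 locus with an adjusted p under 0.05 became 0 with no filter, with the 5 FPKM minimum, with the replicate block, with the Ballgown model and with all 12 libraries in the fit, while the unadjusted counts there were 2817, 1282, 2195, 2065 and 2164. It ran from 0 (without sucking replicate 3, 2149 unadjusted) to 5 (without weaned replicate 3). The cause was not tested.

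In resveratrol litters the count of 526 became 1132 with a pseudocount of 0.1, 235 with the 5 FPKM minimum (6277 loci tested) and 219 with the Ballgown model. Other alternatives set beforehand gave 416 to 558. Leaving out each replicate gave 357 (without sucking resveratrol replicate 2) to 928 (without sucking resveratrol replicate 1), and 884 without sucking resveratrol replicate 3. The 145 higher and 381 lower loci became 236 and 235 after median-of-ratios rescaling and 209 and 207 after quantile normalization. The 2 loci with an adjusted p under 0.05 became 0 with a pseudocount of 0.1, no filter, the 5 FPKM minimum, the replicate block, the Ballgown model and all 12 libraries (1776, 2011, 668, 1335, 568 and 2251 at the unadjusted P) and 1 with quantile normalization. They were 0 (without weaned resveratrol replicate 2, 999 unadjusted) to 9 (without sucking resveratrol replicate 1). The cause was not tested.

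The difference of the weaning effect between litters had 0 loci at an adjusted p under 0.05 (1888 unadjusted), and 0 to 2 with each replicate left out. Resveratrol against control litters at 21 days had 0 (2506 unadjusted), 9 with no filter, 4 with the 5 FPKM minimum, and 0 to 71 with each replicate left out, the highest without sucking resveratrol replicate 3, followed by 47 without sucking resveratrol replicate 1. At 28 days it had 0 (1135 unadjusted), and 0 to 4 with each replicate left out. The cause was not tested. The share of Supplementary Table 4 genes with the same direction in resveratrol litters, 50.7%, was 50.0% to 53.5% under the other alternatives and 48.3% to 53.1% with each replicate left out.

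In control litters, the mean log2 fold changes moved as follows with each replicate left out: the proximal small intestine list, -0.86, ran from -1.04 (without sucking replicate 1) to -0.53 (without weaned replicate 3), under 0.05 in camera before adjustment except without sucking replicate 3 (-0.73) and without weaned replicate 3. The distal small intestine and colon list, 0.17, ran from -0.55 (without sucking replicate 3) to 0.53 (without sucking replicate 2), changing direction without sucking replicate 3 and without weaned replicate 2 (-0.21). The villus brush border list, -0.37, ran from -0.59 (without weaned replicate 2) to 0.029 (without weaned replicate 3), changing direction without weaned replicate 3. The crypt and cell division list, 0.18, ran from -0.021 (without weaned replicate 3) to 0.34 (without weaned replicate 1), changing direction without weaned replicate 3. The smooth muscle list, 0.20, ran from -0.31 (without sucking replicate 3) to 0.51 (without sucking replicate 2), changing direction without sucking replicate 3. The lymphocyte list, 0.18, ran from -0.31 (without weaned replicate 2) to 0.40 (without weaned replicate 3), changing direction without weaned replicate 2. Camera before adjustment also came under 0.05 for other lists in some of these fits. For the villus list this was without sucking replicate 3, weaned replicate 1 or weaned replicate 2. For the crypt list it was without sucking replicate 1, weaned replicate 1 or weaned replicate 2. For the distal list it was without sucking replicate 3, and for the smooth muscle list without sucking replicate 2.

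In resveratrol litters, the mean log2 fold changes moved as follows with each replicate left out: the proximal small intestine list, -0.12, ran from -0.38 (without weaned resveratrol replicate 1) to 0.093 (without weaned resveratrol replicate 2), changing direction without sucking resveratrol replicate 3 (0.0070) and without weaned resveratrol replicate 2. The distal small intestine and colon list, -0.11, ran from -0.89 (without weaned resveratrol replicate 1) to 0.39 (without sucking resveratrol replicate 3), changing direction without sucking resveratrol replicate 3 and without weaned resveratrol replicate 2 (0.14) and without weaned resveratrol replicate 3 (0.34). The villus brush border list, 0.21, ran from -0.21 (without weaned resveratrol replicate 1) to 0.73 (without sucking resveratrol replicate 3), changing direction without sucking resveratrol replicate 2 (-0.21) and without weaned resveratrol replicate 1. The crypt and cell division list, 0.088, ran from -0.24 (without sucking resveratrol replicate 3) to 0.39 (without sucking resveratrol replicate 1), changing direction without sucking resveratrol replicate 3 and without weaned resveratrol replicate 2 (-0.061). The smooth muscle list, -2.04, ran from -2.75 (without sucking resveratrol replicate 3) to -1.52 (without sucking resveratrol replicate 2). The lymphocyte list, -0.025, ran from -0.17 (without sucking resveratrol replicate 1) to 0.16 (without weaned resveratrol replicate 3), changing direction without sucking resveratrol replicate 2 (0.10) and without weaned resveratrol replicate 3.

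In the difference between litters, the mean log2 fold changes moved as follows with each replicate left out: the proximal small intestine list, 0.74, ran from 0.42 (without weaned replicate 3) to 0.95 (without weaned resveratrol replicate 2). The distal small intestine and colon list, -0.31, ran from -1.06 (without weaned resveratrol replicate 1) to 0.40 (without sucking replicate 3), changing direction without sucking replicate 3 and without sucking resveratrol replicate 3 (0.26) and without weaned replicate 2 (0.067) and without weaned resveratrol replicate 3 (0.18). The villus brush border list, 0.58, ran from 0.16 (without weaned resveratrol replicate 1) to 1.10 (without sucking resveratrol replicate 3). The crypt and cell division list, -0.067, ran from -0.42 (without sucking resveratrol replicate 3) to 0.28 (without sucking resveratrol replicate 1), changing direction without sucking replicate 3 (0.053) and without sucking resveratrol replicate 1 and without weaned replicate 3 (0.14) and without weaned resveratrol replicate 1 (0.14). The smooth muscle list, -2.24, ran from -2.94 (without sucking resveratrol replicate 3) to -1.72 (without sucking resveratrol replicate 2). The lymphocyte list, -0.23, ran from -0.46 (without weaned replicate 3) to 0.28 (without weaned replicate 2), changing direction without weaned replicate 2.

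Under other alternatives, in resveratrol litters the proximal list changed direction with median-of-ratios rescaling (0.066) and with all members (0.066), the distal list with that rescaling (0.013) and with quantile normalization (0.038), and the lymphocyte list with the 5 FPKM minimum (0.074), rescaling (0.14), quantile normalization (0.11) and all members (0.017). For the difference between litters, the crypt list did so with rescaling (0.084) and the lymphocyte list with the 5 FPKM minimum (0.17). With all members, which brings back genes that the study chose on the control libraries, the proximal list had -1.24 in control litters (limma adjusted p = 7.8e-05 with camera) and 1.30 in the difference between litters (limma adjusted p = 3.3e-06 with camera). There the distal list in control litters had 0.73 and passed 0.05 in camera before adjustment, with an adjusted p of 0.116 from limma. With quantile normalization the villus list in resveratrol litters had 0.17 and no longer passed. With all libraries, none of the camera calls on the 6 lists held under fry. Without the members in Supplementary Table 4, the proximal list in control litters (-0.86) had an adjusted p of 0.7003 from limma's fry, against 0.0709 in camera, where it passed only before adjustment. The villus and smooth muscle lists in resveratrol litters (0.21 and -2.04) had adjusted p of 0.899 and 0.418 from limma's fry. In the difference between litters, the proximal, villus and smooth muscle lists (0.74, 0.58 and -2.24) had adjusted p of 0.430, 0.586 and 0.341 from limma's fry. The cause was not tested.

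Samples that carry the same replicate number did not deviate together. The correlation of their deviations from the group means was -0.059, 0.087 and -0.0095 in control litters and -0.26, 0.11 and -0.25 in resveratrol litters. These values give no sign that the numbers pair the piglets. They cannot exclude it, since a litter effect may be small beside other differences between libraries. The paper took a piglet from each litter at both ages, and the sample labels used here give no litter. With the replicate number as a block, 507 loci met the standard in control litters and 558 in resveratrol litters.

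The minimum of 5 FPKM gave a value for 47 of the 66 named genes, the sum of loci was run for the 19 with more than 1 locus, and CELA2A had no value without sucking replicate 3, where it was under the filter. Of the 66 named genes, 11 kept their direction and their side of the standard under every alternative run. With the marker score as a covariate, which was chosen after seeing the data, FABP6 (-0.086), NR1H4 (-0.10) and ENSSSCG00000025267 (-0.63) changed direction. In that fit 14 other genes fell inside the standard, against 4 genes with all 12 libraries and no score. ENSSSCG00000025267 (-0.37) changed direction without sucking replicate 3, and ran up to 1.44 with the other replicates left out. With loci summed by gene name, also chosen after seeing the data, NR2C2 became -0.19. The Ballgown model put 33 genes past the standard that limma left inside it and took 1 the other way, and a pseudocount of 0.1 put 8 past it. Of the 33 genes past the standard, 17 stayed past it with each replicate left out. The cause was not tested, except for NR2C2 and for the library-size covariate of the Ballgown model, whose tests are given under the other observations.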

Differences from the paper's values

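The log2 fold changes of 40 named genes differed from those in the paper's Supplementary Table 4 by more than the spread between replicates. Both are weaned against sucking on a log2 scale, the values here on log2(FPKM + 1). For each of the 40, the Ballgown linear model with its library-size covariate, an alternative set before the data were examined, came within that spread of the paper's value. The same model without a filter, which was chosen after seeing the values, came as close for the 40. The settings named in brackets after a gene are the other alternatives set before the data were examined that closed its gap. Alternatives set beforehand and not named for a gene left its gap open.

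CAT had -0.70 here against -1.20 in the paper's table, and -1.20 with the Ballgown model [without sucking replicate 1 (-0.85), sucking replicate 2 (-0.85), weaned replicate 2 (-0.87)]. For GPX2 the value here was 1.39 and the paper's 3.05, and 3.05 with the Ballgown model [without sucking replicate 1 (1.90), sucking replicate 2 (1.77), weaned replicate 2 (2.04)]. Here FDXR was at 0.91, and at 1.15 in the paper's table, and 1.15 with the Ballgown model [a pseudocount of 0.1 (1.04), median-of-ratios rescaling (0.92), without sucking replicate 1 (0.95), sucking replicate 2 (1.02), weaned replicate 1 (0.94), weaned replicate 2 (1.00)]. The paper's value for SLC1A5 is 1.90, against 1.18 here, and 1.90 with the Ballgown model [a pseudocount of 0.1 (1.25), without sucking replicate 1 (1.47), weaned replicate 2 (1.52), weaned replicate 3 (1.26)]. FABP6 had 4.14 here against 8.40 in the paper's table, and 8.41 with the Ballgown model [without sucking replicate 1 (6.20)]. For NR1H4 the value here was 0.78 and the paper's 1.58, and 1.58 with the Ballgown model [without sucking replicate 1 (1.29), weaned replicate 2 (1.00)]. Here ENSSSCG00000026317 was at 1.61, and at 3.19 in the paper's table, and 3.19 with the Ballgown model [without sucking replicate 1 (2.38)].

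The paper's value for CRABP1 is -1.38, against -0.84 here, and -1.39 with the Ballgown model [a pseudocount of 0.1 (-1.69), without sucking replicate 1 (-1.18), weaned replicate 2 (-0.97)]. MPC2 had -0.78 here against -1.65 in the paper's table, and -1.65 with the Ballgown model [without sucking replicate 1 (-1.31), weaned replicate 2 (-0.98)]. For SLC25A16 the value here was -0.96 and the paper's -1.41, and -1.40 with the Ballgown model [a pseudocount of 0.1 (-1.31), without sucking replicate 1 (-1.26)]. Here SLC25A4 was at -0.90, and at -1.73 in the paper's table, and -1.73 with the Ballgown model [without sucking replicate 1 (-1.29)]. The paper's value for SLC6A4 is -2.62, against -1.28 here, and -2.62 with the Ballgown model [a pseudocount of 0.1 (-1.77), without sucking replicate 1 (-1.85), weaned replicate 2 (-1.85)]. SLC9A2 had -1.63 here against -2.55 in the paper's table, and -2.56 with the Ballgown model [a pseudocount of 0.1 (-1.70), without sucking replicate 1 (-1.89), sucking replicate 2 (-1.85), weaned replicate 2 (-2.05)]. For ACADSB the value here was -0.77 and the paper's -1.60, and -1.60 with the Ballgown model [without sucking replicate 1 (-1.02), sucking replicate 2 (-0.99), weaned replicate 2 (-1.04)].

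Here MOCS3 was at -1.87, and at -3.06 in the paper's table, and -3.06 with the Ballgown model [a pseudocount of 0.1 (-3.95), without sucking replicate 1 (-2.80)]. The paper's value for HSD11B2 is 1.49, against 0.93 here, and 1.49 with the Ballgown model [a pseudocount of 0.1 (1.23), median-of-ratios rescaling (0.95), quantile normalization (0.94), without sucking replicate 1 (1.19), sucking replicate 2 (1.04), weaned replicate 1 (1.14), weaned replicate 2 (0.95)]. HSD17B11 had -0.87 here against -1.43 in the paper's table, and -1.43 with the Ballgown model [a pseudocount of 0.1 (-0.88), quantile normalization (-0.88), without sucking replicate 1 (-1.19), weaned replicate 1 (-1.08)]. For ENSSSCG00000023044 the value here was 1.78 and the paper's 2.20, and 2.21 with the Ballgown model [a pseudocount of 0.1 (1.88), without sucking replicate 1 (2.00), weaned replicate 1 (1.85), weaned replicate 2 (1.93)]. Here IYD was at -0.41, and at -1.18 in the paper's table, and -1.18 with the Ballgown model [a pseudocount of 0.1 (-0.73), without sucking replicate 1 (-0.74), weaned replicate 2 (-0.64)]. The paper's value for PYY is 2.43, against 1.33 here, and 2.44 with the Ballgown model [without sucking replicate 1 (1.78), sucking replicate 2 (1.63)]. GLUL had -0.76 here against -1.02 in the paper's table, and -1.02 with the Ballgown model [without sucking replicate 1 (-0.86), weaned replicate 2 (-0.84)].

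For ENSSSCG00000016040 the value here was -2.37 and the paper's -3.65, and -3.65 with the Ballgown model [a pseudocount of 0.1 (-2.83), without sucking replicate 1 (-2.76), sucking replicate 2 (-2.86)]. Here ENSSSCG00000027157 was at -1.92, and at -3.18 in the paper's table, and -3.18 with the Ballgown model [a pseudocount of 0.1 (-2.48), without sucking replicate 1 (-2.37), sucking replicate 2 (-2.33)]. The paper's value for ENSSSCG00000027221 is -3.04, against -1.90 here, and -3.04 with the Ballgown model [a pseudocount of 0.1 (-2.58), without sucking replicate 1 (-2.27), sucking replicate 2 (-2.30)]. S100G had -3.31 here against -5.27 in the paper's table, and -5.27 with the Ballgown model [without sucking replicate 1 (-4.29)]. For TRPV6 the value here was -1.42 and the paper's -3.38, and -3.38 with the Ballgown model [a pseudocount of 0.1 (-1.92), without sucking replicate 1 (-2.16), sucking replicate 2 (-1.88)]. Here ENSSSCG00000025267 was at 0.77, and at 2.49 in the paper's table, and 2.49 with the Ballgown model [without sucking replicate 1 (1.44), sucking replicate 2 (1.23)]. The paper's value for ABAT is -2.03, against -1.32 here, and -2.03 with the Ballgown model [without sucking replicate 1 (-1.61), sucking replicate 2 (-1.53)].

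ENSSSCG00000002797 had -0.64 here against -1.08 in the paper's table, and -1.08 with the Ballgown model [without sucking replicate 1 (-0.86), weaned replicate 1 (-0.77), weaned replicate 2 (-0.72)]. For BST1 the value here was -1.09 and the paper's -1.86, and -1.86 with the Ballgown model [a pseudocount of 0.1 (-1.52), without sucking replicate 1 (-1.49), sucking replicate 2 (-1.17), weaned replicate 1 (-1.36)]. Here CELA2A was at -0.49, and at -1.20 in the paper's table, and -1.20 with the Ballgown model [a pseudocount of 0.1 (-0.89), without sucking replicate 1 (-0.74), sucking replicate 2 (-0.74)]. The paper's value for ITPR3 is 1.12, against 0.67 here, and 1.12 with the Ballgown model [a pseudocount of 0.1 (0.75), without sucking replicate 1 (0.77), sucking replicate 2 (0.85), weaned replicate 2 (0.82)]. PGK1 had -0.73 here against -1.13 in the paper's table, and -1.13 with the Ballgown model [without sucking replicate 1 (-0.96)]. For HYI the value here was -0.59 and the paper's -1.10, and -1.10 with the Ballgown model [without sucking replicate 1 (-0.91), weaned replicate 1 (-0.68)]. Here OLR1 was at 1.04, and at 1.52 in the paper's table, and 1.52 with the Ballgown model [a pseudocount of 0.1 (1.25), without sucking replicate 1 (1.28), weaned replicate 2 (1.24)].

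The paper's value for KCNN4 is 2.10, against 1.27 here, and 2.10 with the Ballgown model [a pseudocount of 0.1 (1.70), without sucking replicate 1 (1.48), sucking replicate 2 (1.49), weaned replicate 2 (1.68)]. GNG11 had 0.61 here against 1.29 in the paper's table, and 1.29 with the Ballgown model [without sucking replicate 1 (0.78), sucking replicate 2 (0.91), weaned replicate 2 (0.73)]. For ENSSSCG00000010488 the value here was -1.18 and the paper's -1.97, and -1.97 with the Ballgown model [a pseudocount of 0.1 (-2.23), without sucking replicate 1 (-1.61), sucking replicate 2 (-1.31), weaned replicate 1 (-1.27)]. Here ENSSSCG00000028896 was at -2.60, and at -3.32 in the paper's table, and -3.32 with the Ballgown model [without sucking replicate 1 (-3.06)]. The paper's value for AQP10 is -3.64, against -2.42 here, and -3.64 with the Ballgown model [a pseudocount of 0.1 (-3.42), without sucking replicate 1 (-3.24), weaned replicate 2 (-2.70)].

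In addition, ENSSSCG00000023044 came within the spread of the paper's value with the marker score as a covariate (1.85), and ENSSSCG00000010488 with its loci summed (-1.61), both chosen after seeing the values. MOCS3 is listed at 0 in all weaned libraries, so that its fold changes depend on the pseudocount.

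The paper counts 456 genes past its standard. In limma 169 of the 446 tested genes of that list met it. The Ballgown model without a filter, chosen after seeing the values, called 442 of the 451 matched genes. KCNN4 appears among the down-regulated genes of Table 1 and as up-regulated in Supplementary Table 4, and here its log2 fold change was 1.27. The paper describes mineral absorption as decreased, while 1 of its 7 genes in Table 1, ENSSSCG00000025267, was higher here at 0.77. Table 1 itself lists that gene as up-regulated, so its direction here is the paper's. Its groups overlapped, and its log2 fold change was -0.37 without sucking replicate 3.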

Other observations

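The tests in this part were chosen after the results they bear on were seen.

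Exceptions are the 6 marker lists and the alternatives stated as set beforehand, which were fixed before the data were examined. The control comparison gave 467 loci at the paper's standard, and of the 10 splits of the 6 libraries 1, the real one, gave as many. The largest other split gave 187. For the 1 locus at an adjusted p under 0.05, 5 of the 10 splits gave as many. In the comparisons of resveratrol with control litters, 0 loci had an adjusted p under 0.05 at 21 days (2506 unadjusted) and at 28 days (1135 unadjusted). All 10 of 10 splits give as many as 0, so the adjusted count tests nothing there. At the unadjusted P the real split was the largest of the 10 in each, and the next gave 1287 at 21 days and 818 at 28 days. At the paper's standard it gave 606 and 236 loci, and the next split 345 and 215. A share of 1 in 10 is the smallest that 10 splits can give. The share of Supplementary Table 4 genes with the table's direction in resveratrol litters was 223 of 440 (50.7%, 95% confidence interval 45.9% to 55.4%), and 10 of 10 splits lay as far from an even share. The interval counts genes as independent, which they are not, so it does not measure the spread between piglets. Over the splits the share ran from 42.3% to 53.6%. Of the loci past the standard in control litters, 448 were tested in resveratrol litters and 270 (60.3%) had the same direction. Of the 43 loci past the standard in both litter sets, 35 had the same direction.

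Some genes changed alike in both litter sets. FGFBP1 had a log2 fold change of 3.68 in control and 2.52 in resveratrol litters, and MT2A 3.61 and 3.90. DIO1 (ENSSSCG00000028896) had -2.60 and -1.15, ACAD11 -1.07 and -1.22, and CAT -0.70 and -0.74. The adjusted p from limma in resveratrol litters was 0.379 to 0.413 for these 5 genes.

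In control litters the marker lists had mean log2 fold changes of -0.86 (proximal small intestine, 9 of 11 genes lower, limma adjusted p = 0.0709 with camera), 0.17 (distal small intestine and colon), -0.37 (villus brush border), 0.18 (crypt and cell division), 0.20 (smooth muscle) and 0.18 (lymphocyte). In resveratrol litters the distal, crypt and lymphocyte lists had -0.11, 0.088 and -0.025, and in the difference between litters -0.31, -0.067 and -0.23. For the proximal list in control litters, 1 of the 10 splits gave a mean as large. The list's mean was -0.53 without weaned replicate 3.

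The 4 bile acid genes were higher in weaned than in sucking piglets of control litters, and a difference in the position along the intestine at which the tissue was taken is a candidate explanation. A score of distal minus proximal markers, without the genes of Supplementary Table 4, was 0.72, 0.26 and -2.03 in the sucking and 0.029, 1.09 and 0.90 in the weaned libraries. The lowest score was that of sucking replicate 3. In resveratrol litters it was -0.22, -0.98 and 0.75 in the sucking and 0.78, -0.28 and -1.03 in the weaned libraries. Within the groups of the resveratrol litters the 4 genes rose with the score, with a mean slope of 2.71 and 4 of 4 slopes positive. Of the 36 arrangements of the scores within groups, 2 gave a slope as large (one-sided exact permutation p = 0.0556, the smallest possible being 0.0278). FABP6 there was at 128, 12.2 and 6146 FPKM in the sucking and 24110.4, 1.70 and 4.81 FPKM in the weaned libraries. Weaning or age alone would also raise the 4 genes in resveratrol litters, where their mean log2 fold change was -0.11, within the spread between libraries. In those litters SLC51A (0.73) and ENSSSCG00000026317 (0.66) were higher in weaned piglets, and FABP6 (-1.60) and NR1H4 (-0.25) lower. Neither test decides, since the libraries are few, so position and weaning cannot be told apart for these 4 genes.

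For the paper's DEGs as a set, position is argued against as the whole cause. Within the groups of the resveratrol litters, 43.9% of 426 genes of Supplementary Table 4 moved with the score in the table's direction, where the 36 arrangements gave 40.1% to 59.6% and 32 of them as large a share. Of the 16 marker genes in that table, which were left out of the score, 13 followed it. That table holds 9 of the 21 proximal and 7 of the 20 distal markers found, with FABP1, S100G, TRPV6 and SLC40A1 among the proximal ones. A part of the DEGs could therefore still depend on position. With the score as a covariate over all 12 libraries, 14 of the named genes fell inside the standard. Another 3 changed direction, among them FABP6 (-0.086) and NR1H4 (-0.10). With all 12 libraries and no score, 4 named genes fell inside the standard and 0 changed direction, so the 14 cannot all be put down to the score. Over all loci, 456 met the standard in that fit, and 534 with the score added.

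The fold changes of Supplementary Table 4 came within 0.05 of those of the Ballgown model for 438 of 451 matched genes with its library-size covariate, and for 17 of them without the covariate. The covariate was 18927, 18137 and 16936 in the sucking libraries and 17223, 16543 and 17215 in the weaned libraries. With 6 libraries the covariate takes 1 of the degrees of freedom and shifts the fold change of a gene that varies with it. No biological explanation applies to this pattern.

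The called NR2C2 locus was at 0, 0.0950 and 0 FPKM in the sucking and 6.77, 9.17 and 7.72 FPKM in the weaned libraries. Another locus with the same gene name was at 12.8, 13.9 and 12.0 FPKM and 5.35, 4.86 and 7.50 FPKM. Summed over the 6 loci of NR2C2, the libraries had 19.6, 19.3 and 20.6 FPKM and 16.2, 17.7 and 17.8 FPKM, a log2 fold change of -0.19 (standard error 0.14, adjusted p = 0.525 from limma). Reads of 1 gene shared out between its loci may explain the difference at the single locus. A change of transcript use with weaning stays open and was not tested. Of the loci past the standard, 159 belong to 152 genes with more than 1 locus, and 82 of these genes met the standard after summing. Among loci with a mean of at least 1 FPKM, a library under 0.01 FPKM was found in 41 of the 451 past the standard (9.09%) and in 271 of the 11794 tested (2.30%).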
